# Langerhans cells shape postnatal oral homeostasis in a mechanical-force-dependent but microbiota and IL17-independent manner

**DOI:** 10.1038/s41467-023-41409-0

**Published:** 2023-09-12

**Authors:** Yasmin Jaber, Yasmine Netanely, Reem Naamneh, Or Saar, Khaled Zubeidat, Yasmin Saba, Olga Georgiev, Paz Kles, Or Barel, Yael Horev, Omri Yosef, Luba Eli-Berchoer, Chen Nadler, Gili Betser-Cohen, Hagit Shapiro, Eran Elinav, Asaf Wilensky, Avi-Hai Hovav

**Keywords:** Mucosal immunology, Osteoimmunology

## Abstract

The postnatal interaction between microbiota and the immune system establishes lifelong homeostasis at mucosal epithelial barriers, however, the barrier-specific physiological activities that drive the equilibrium are hardly known. During weaning, the oral epithelium, which is monitored by Langerhans cells (LC), is challenged by the development of a microbial plaque and the initiation of masticatory forces capable of damaging the epithelium. Here we show that microbial colonization following birth facilitates the differentiation of oral LCs, setting the stage for the weaning period, in which adaptive immunity develops. Despite the presence of the challenging microbial plaque, LCs mainly respond to masticatory mechanical forces, inducing adaptive immunity, to maintain epithelial integrity that is also associated with naturally occurring alveolar bone loss. Mechanistically, masticatory forces induce the migration of LCs to the lymph nodes, and in return, LCs support the development of immunity to maintain epithelial integrity in a microbiota-independent manner. Unlike in adult life, this bone loss is IL-17-independent, suggesting that the establishment of oral mucosal homeostasis after birth and its maintenance in adult life involve distinct mechanisms.

## Abstract (web summary)

In postnatal life, oral mucosal immunity is shaped by microbiota and the interrelating immune cells. Here, the authors show that although microbial factors facilitate the differentiation of oral Langerhans cells, their function in surveillance of mucosal epithelial barriers and capacity to induce adaptive immunity is predominantly governed by masticatory mechanical forces.

## Introduction

The mutual development of the immune system and the microbiota after birth are necessary to reach homeostasis in mucosal barriers, also capable of influencing long-term host-microbiota relationships that might have health implications in adult life^1^. Nevertheless, postnatal development often includes barrier-specific physiological processes that are required for the proper functioning of the organ. Whether such unique developmental processes are also involved in the initial establishment of homeostasis in certain mucosal barriers requires further clarification.

The early-life crosstalk between the oral immune system and the microbiota has recently begun to be discovered, demonstrating complex and unique mechanisms to the oral mucosa^2,3^. Early after birth, the oral mucosa is colonized with an immense amount of microbiota, a period when the epithelium is permeable and immunologically immature. Neutrophils are recruited by IL-17-producing γδT cells to protect the vulnerable epithelium, disappearing until weaning as the epithelium is sealed and acquires adult immunological functions in a microbiota-dependent fashion. Simultaneously, the parotid salivary glands complete their development until weaning, secreting optimal saliva flow with antimicrobial activity that sharply reduces the microbial load to adult levels^2^. Yet, the postnatal development of the oral mucosa includes also the eruption of the teeth and the formation of the gingiva, enabling the transition from suckling to a solid diet, a period termed weaning. This initiates mastication that exerts mechanical forces damaging the gingival epithelium, representing a unique immunological challenge to the oral immune system. In a seminal study, Dutzan *et al*. have shown that throughout life, epithelial damage caused by ongoing mastication drives a local proliferation of IL-17-producing CD4^+^ T (Th17) cells^4^. These Th17 cells play a tissue-protective role at a steady state but can also mediate alveolar bone loss under inflammatory conditions. While this mastication-Th17 axis was reported as age-dependent^4^, whether and how early-life mastication regulates the initial establishment of gingival immunity after birth remains unclear. This is of great importance because the immune response established in the gingiva postnatally may affect the susceptibility to develop periodontitis in adult life, a common oral disease with systemic clinical consequences^5^.

As the antigen-presenting cells (APC) of stratified epithelia, Langerhans cells (LC) represent key sentinels of the oral epithelium^6^. Unlike skin LCs, oral LCs arise from bone marrow precursors rather than embryonic precursors and receive differentiation instructions within the epithelium^7,8^. Skin LCs were shown to respond to a variety of immunological insults, such as microbial invasion and mechanical damage, capable of inducing immunity or tolerance in a challenge-dependent context^9^. With regards to oral LCs, their prolonged depletion in adult life dysregulates oral immunity and microbiota, resulting in accelerated bone-destructing immunity^7^. Moreover, conditional ablation of LCs during pathogen-induced periodontitis increases alveolar bone loss, the hallmark of this disease, due to reduced generation of T regulatory (Treg) cells^10^. Another study employing a murine model in which LCs are absent from birth reported that while LCs induce Th17 cells during experimental periodontitis, they have no impact on bone loss^11^. These findings demonstrate that LCs control oral mucosal immunity in adult life. However, it is not clear whether LCs are involved in the establishment of oral immunity after birth. Furthermore, whether LCs respond to the developing bacterial plaque on the teeth and/or to epithelial damage caused by masticatory forces early in life is unknown.

This work demonstrates that while the microbiota is necessary for the development of gingival LCs after birth, during weaning, LCs respond to the masticatory forces rather than the microbiota, shaping the establishment of gingival immunity. This LC-mediated immunity in early-life associates with alveolar bone loss, which, unlike in adult life, is not mediated by IL-17. This study reveals the mechanisms governing gingival immunity early in life, with the potential to affect oral health in adult life.

## Results

### Adaptive immunity establishes in the gingiva during weaning

To characterize the development of gingival immunity postnatally, the frequencies of various leukocytes in the developing gingiva were quantified. Gingival tissues were collected at weeks 1, 4, and 8 after birth, representing three critical developmental periods: neonatal, weaning, and adulthood, respectively. Upon separation of the epithelium and the lamina propria, the samples were subjected to flow cytometry examination. tSNE analysis display the expression of CD45 on the purified cells (Fig. 1A) and the total numbers of CD45^+^ leukocytes, indicating a significant increase of the leukocytes during weaning in both tissue parts. In addition, the frequencies of the various leukocyte subsets changed during postnatal development (Fig. 1B). Detailed analysis revealed that while the proportions of the innate leukocytes, neutrophils, and monocytes, decreased during weaning, the adaptive T and B lymphocytes increased in this period (Fig. 1B and Supplementary Fig. 1). CD4^+^ and CD8^+^ T cells were detected in the epithelium and lamina propria, while the majority of these lymphocytes in the epithelium express CD69 and CD103, in line with their characterization as tissue-resident cells (Fig. 1C)^12,13^. The expression of Ly6C, which indicate a state of activation of short-lived T cells^14^, was upregulated in CD8^+^ T cells that were CD69^neg^CD103^neg^. With regards to CD4^+^ T cells, Ly6C expression was evident in the lamina propria but not in the epithelium. B cells were detected mainly in the lamina propria where they represent more than 40 to 55% of the leukocytes in weaned and adult mice, respectively (Fig. 1B). γδT cells were also identified in the epithelium and lamina propria, but their frequencies decreased during postnatal development in the epithelium (Fig. 1B). Of note, a population of innate lymphoid cells (ILCs) was observed in the gingiva, and while in the adult epithelium, the cells acquired a tissue-resident CD69^+^CD103^+^ phenotype, in the adult lamina propria the majority were negative to these markers (Fig. 1D). Collectively, these findings demonstrate that gingival leukocytes largely acquire adult features during weaning, while further adaption takes place until adulthood.

**Fig. 1:**
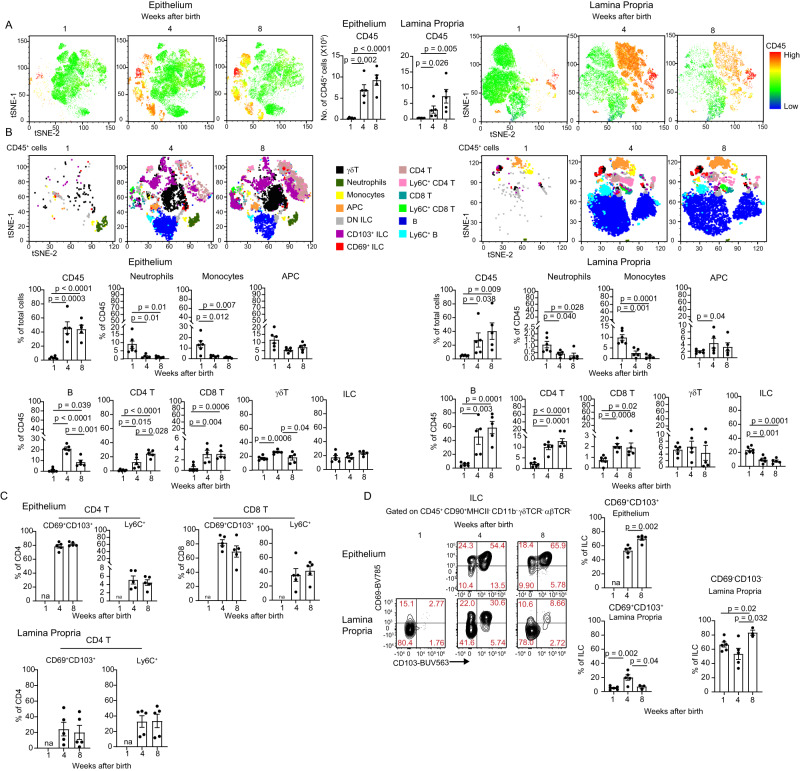
Gingival adaptive immunity is established during weaning. **A** tSNE flow cytometry plots display the expression of the leukocyte marker CD45 on total tissue cells and the total numbers of CD45^+^ leukocytes in the gingival epithelium and lamina propria at the indicated weeks after birth. Bar graph represents the mean leukocyte numbers + SEM (*n* = 5 mice). *p*-value from an ordinary one-way ANOVA test using GraphPad Prism. **B** tSNE plots show the main cells subsets of CD45^+^ leukocytes present in each tissue at the indicated weeks after birth. Representative data from two independent experiments. Graphs show the mean frequencies + SEM (*n* = 5 mice for weeks 4 and 8, *n* = 6 mice for week 1) of the main leukocytes of the gingiva at various weeks postnatally. Data from one out of two independent experiments are shown. *p*-value from an ordinary one-way ANOVA test using GraphPad Prism. **C** Graphs show the mean frequencies + SEM (*n* = 5 mice) of CD69^+^ CD103^+^ or Ly6C^+^ CD4^+^ and CD8^+^ T cells in the epithelium and lamina propria at various weeks postnatally. Data from one out of two independent experiments are shown. *p*-value from an ordinary one-way ANOVA test using GraphPad Prism. **D** Representative flow cytometry plots and graphs show the mean frequencies + SEM of the ILCs expressing CD69 and CD103 in the epithelium (*n* = 5) and lamina propria (*n* = 6 mice for week 1, *n* = 5 mice for week 4, *n* = 3 mice for week 8) at various weeks postnatally. Data from one out of two independent experiments are shown. *p*-value from an ordinary one-way ANOVA test using GraphPad Prism. Source data are provided as a Source Data file.

### The microbiota has a limited effect on the establishment of gingival homeostasis

To examine the impact of the microbiota on gingival immunity, we compared the leukocytes in the gingiva of adult germ-free (GF) and specific pathogen-free (SPF) mice. The frequencies of total leukocytes and their major subsets were similar in GF and SPF mice (Fig. 2A, B). Nevertheless, further analysis revealed that the microbiota differentially regulates several leukocytes in the epithelium. Whereas the frequencies of neutrophils, γδT cells, and CD8^+^ T cells decreased, the percentages of the ILCs increased in the gingival epithelium (Fig. 2B). Next, it has been shown that during weaning the expression of IFN-γ and TNF-α is transiently upregulated in the intestine by the microbiota, a process termed a weaning reaction that is crucial to prevent susceptibility to inflammatory pathologies in the adult^15^. We thus quantified by RT-PCR analysis the expression of these cytokines in the gingiva of GF and SPF mice. Similar to the intestine, the expression of *Ifng* was upregulated during weaning, however, this was not mediated by the microbiota (Fig. 2C). Moreover, in GF mice the expression of *Ifng* was further elevated in the adult. Expression of *Tnfa* was also elevated in the adults in GF mice, yet the expression was already high in neonates. We next quantified the expression of *Il17a* and *Foxp3* because a balanced ratio of these molecules signifies mucosal homeostasis^16,17^. Both genes were upregulated during weaning in SPF and GF gingiva and the expression further increased in the adult GF mice. The *Il17a* /*Foxp3* ratio, however, was not significantly altered between the GF and SPF mice (Fig. 2C). These data suggest that the microbiota regulates immunological function mainly in the epithelium. Other immunological functions, however, appear to take place regardless of the microbiota, suggesting that other mechanisms are involved in the establishment of gingival immunity.

**Fig. 2:**
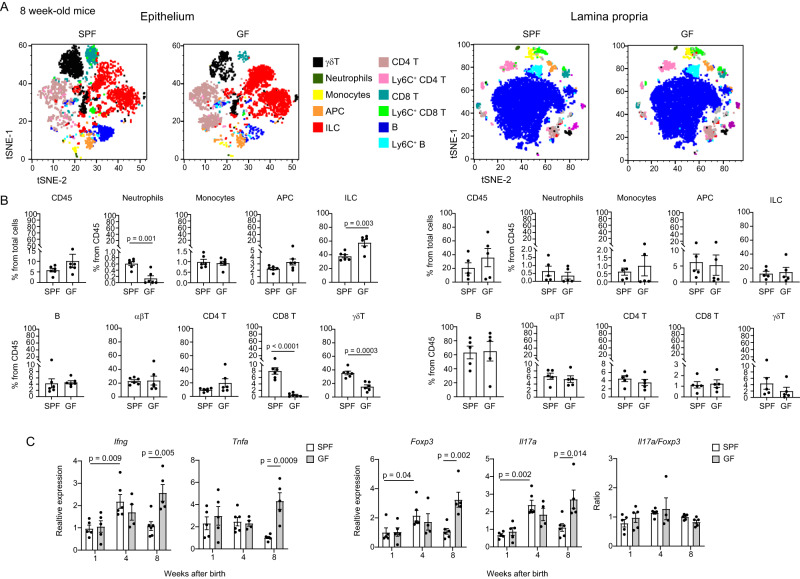
The microbiota has a limited impact on gingival homeostasis. **A** tSNE flow cytometry plots display the main subsets of leukocytes present in the gingival epithelium and the lamina propria of 8-week-old SPF and GF mice. Representative data from three independent experiments. *p*-value from two-tailed, unpaired *t*-test using GraphPad Prism. **B** Graphs show the mean frequencies + SEM (*n* = 5 for SPF, 6 for GF) of the various leukocytes in the gingival tissues of SPF and GF mice. Data from one out of three independent experiments are shown. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. **C** Relative expression of the noted immunological genes in the gingiva at various weeks after birth. Graphs present the transcript levels quantified by RT-PCR and normalized to 8-week-old mice depicted as the mean + SEM (*n* = 5 for SPF week 1 and GF weeks 1 and 8, *n* = 6 for SPF weeks 4 and 8, *n* = 4 for GF week 4). Representative data of two independent experiments. *p*-value from an ordinary one-way ANOVA test using GraphPad Prism. Source data are provided as a Source Data file.

### The microbiota facilitates the differentiation of gingival LCs until weaning that have a potent migratory capacity to the lymph node

As the predominant APCs of stratified epithelia, LCs respond to various epithelial challenges by migrating to the draining lymph nodes (LN) where they can prime adaptive immunity^6^. To examine whether gingival LCs play a role in the postnatal establishment of gingival immunity, we first characterized the differentiation kinetics of these cells in the developing gingiva. Gingival tissues were collected from mice at various weeks after birth and analyzed by flow cytometry. As depicted in Fig. 3A, CD11c^+^ MHCII^+^ cells (APC) were detected in the gingival epithelium during weaning, where a large part of them further expressed the LC-defining markers langerin and EpCAM. The APCs located in the lamina propria, on the other hand, failed to express the LC markers (Fig. 3A). The relative frequencies of LCs remain constant in 6- and 8-week-old mice compared to 4-week-old mice, suggesting that LCs efficiently populate the gingiva until weaning. In line with this notion, immunofluorescence staining of gingival epithelial sheets collected from 4- and 8-week-old mice revealed a similar rich network of langerin and MHCII positive cells, which also displayed a typical dendritic morphology (Fig. 3B). To better understand the development of gingival LCs, we next examined the impact of the microbiota on the initial establishment of LCs during weaning. For this, gingival epithelial sheets were produced from 4-week-old GF and SPF mice for immunofluorescence analysis. As depicted in Fig. 3C, significantly lower numbers of langerin-positive cells, representing LCs, were found in GF mice compared to SPF, particularly in epithelial areas close to the tooth. Furthermore, while the dendrites of SPF LCs were elongated and directed toward the putative region of the microbial plaque, the dendrites of GF LCs were short and without preferential directionality (Fig. 3D). The reduction in the frequencies of LCs in 4-week-old GF mice was also verified by flow cytometry (Fig. 3E). These results are in line with our previous observations demonstrating the importance of the microbiota to LC differentiation in adult mice^7^. Next, we asked whether the LCs residing in the gingiva at weaning can migrate to LNs under physiological conditions. For this, we painted the gingiva of 3-, 4-, and 8-week-old mice with FITC solution, and 3 days later the cervical LNs were collected and analyzed by flow cytometry (Fig. 3F). Gating on CD11c^+^MHCII^hi^ tissue-derived dendritic cells (DC), FITC-labeled DCs representing cells migrating from the gingiva, were mainly detected in the LNs of 4- and 8-week-old mice. Moreover, the relative frequencies of migratory LCs were significantly higher in 4-week-old mice compared to 8-week-old mice. It should be mentioned that other DCs also migrate from the gingiva, such as EpCAM^+^ langerin^−^ cells, which likely represent LCs that have lost langerin expression. The other EpCAM^-^ langerin^-^ cells might signify newly developing LCs or DCs located in the lamina propria, suggesting that multiple DC subsets respond to immunological challenges occurring during weaning. These data indicate that the LC population is first established in the gingiva until weaning, with the microbiota regulating their development. Furthermore, gingival LCs migrate more frequently to the LNs during weaning, suggesting the existence of physiological conditions that induce their activation in this early period of life.

**Fig. 3:**
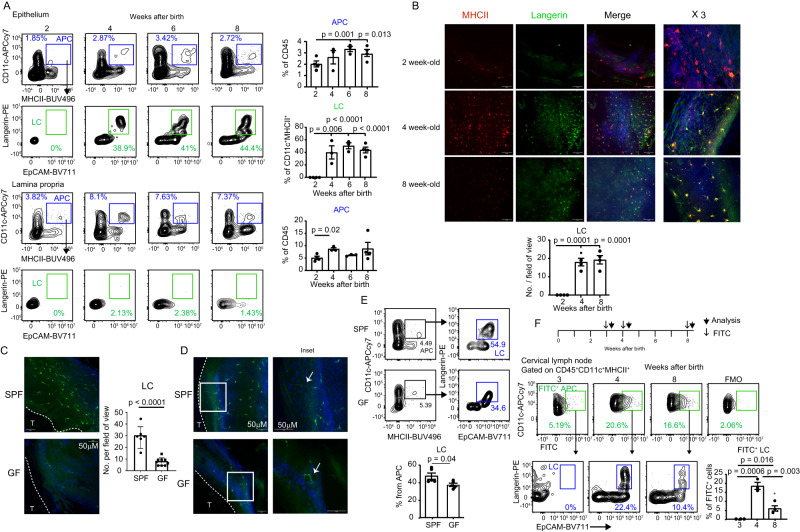
LCs populate the gingival epithelium during weaning and have a potent migratory capability. **A** Representative flow cytometry plots and graphs display the mean frequencies + SEM (*n* = 4 mice for weeks 1 and 8, *n* = 3 mice for weeks 4 and 6) of APCs and LCs in the gingival epithelium and lamina propria at various weeks after birth. Representative results from two independent experiments. *p*-value from an ordinary one-way ANOVA test using GraphPad Prism. **B** Wholemount immunofluorescence staining of gingival epithelial sheets prepared from 2, 4, and 8-weeks-old-mice with antibodies directed against MHCII (red), langerin (green), and with DAPI (Blue) for nuclear visualization. Representative images of two independent experiments. Scale bar, 50 μm. The graph presents the means of LC numbers per field of view + SEM (*n* = 4 mice). *p*-value from an ordinary one-way ANOVA test using GraphPad Prism. **C**, **D** Wholemount immunofluorescence staining of gingival epithelial sheets prepared from 4-week-old SPF and GF mice with antibody directed against langerin (green) and DAPI (Blue). Representative images of three independent experiments. Scale bar, 50 μm. The graph presents the means of LC numbers per field of view + SEM (*n* = 6 for SPF, *n* = 9 for GF). *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. **E** Representative flow cytometry plots and a graph display the mean frequencies + SEM (*n* = 5) of LCs in the gingival epithelium of 4-week-old SPF and GF mice. Representative results from two independent experiments. *p*-value from a two-tailed, unpaired t-test using GraphPad Prism. **F** Gingival tissues of B6 mice were painted with FITC solution 3, 4, and 8-weeks after birth, and 3 days later, the cervical LNs were collected. FACS plots and graphs show the frequencies + SEM (*n* = 3 for weeks 3 and 4, *n* = 4 for week 8) of FITC^+^ LCs among the APCs. FMO, fluorescence minus one. Representative results from two independent experiments. *p*-value from an ordinary one-way ANOVA test using GraphPad Prism. Source data are provided as a Source Data file.

### Depletion of LCs has no impact on the initial colonization of the oral microbiota

Since the microbiota regulates the differentiation of gingival LCs during weaning, we next asked whether the LCs affect the colonization of the oral microbiota. For this, we employed the langerin-DTR (diphtheria toxin receptor) mice enabling conditional ablation of langerin^+^ cells by administration of DT (diphtheria toxin)^18^. LCs were depleted from the third week of life until adulthood by weekly intraperitoneal administrations of DT (or PBS as a control). The oral microbiota was then sampled from individual adult mice for taxonomic analysis. As depicted in Fig. 4A. no differences were found in the oral microbial load of LC-depleted or non-depleted mice. Moreover, the diversity and composition of the microbiota were similar between these groups (Fig. 4B–D). This suggests that while the microbiota regulates the initial differentiation of LCs, LCs have no impact on the colonization of the microbiota.

**Fig. 4:**
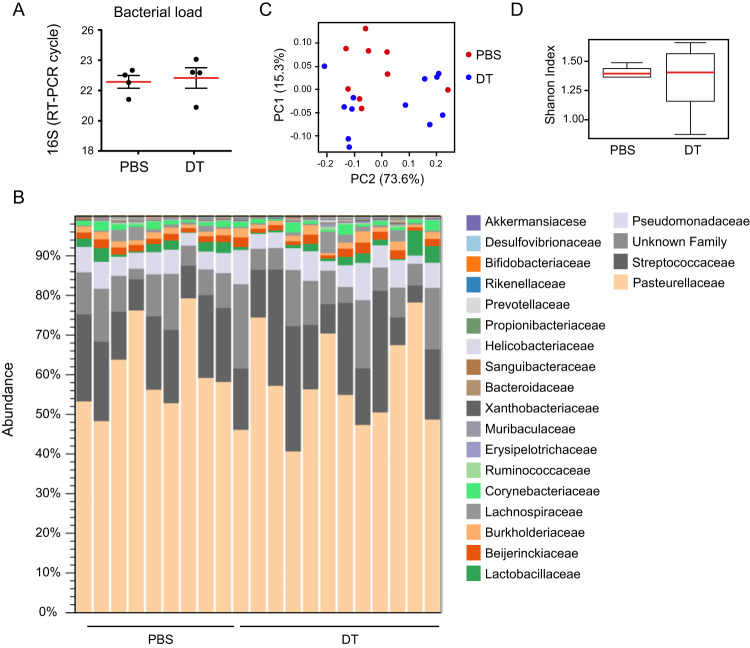
Depletion of LCs during weaning has no impact on the oral microbiota. Langerin-DTR mice were treated with DT or PBS to deplete LCs during weaning, and the oral microbiota was sampled from adult mice for taxonomic analysis. **A** Total oral bacterial load determined by quantitative RT-PCR of the mean expression of the 16 S rRNA gene + SEM (*n* = 4 mice). *p*-value from two-tailed, unpaired *t*-test using GraphPad Prism. **B** Histograms represent the distribution of sequences in operational taxonomic units (OTUs) assigned to each family. **C** Principal coordinates (PCs) analysis of weighted UniFrac distances based on 16S rRNA of Langerin-DTR mice treated with DT or PBS. **D** Alpha diversity plot representing taxa richness in samples of both groups of mice. Data presented as standard boxplot, the median denoted as a central horizontal line in the box and the whiskers covering the data within ±1.5 IQR (*n* = 9 for PBS, *n* = 12 for DT). Taxonomic data was pooled from two independent experiments. Source data are provided as a Source Data file.

### Early-life masticatory forces facilitate LC migration to the LNs

The limited impact of the microbiota on gingival homeostasis, and the lack of effect of LCs on oral microbial colonization, suggest that LCs react to another mechanism in this early period of life. We thus asked whether LCs respond to mechanical forces induced by initial mastication as they are capable of damaging the epithelium and LCs are strategically positioned to respond to such physiological challenges^19^. To address this, we provided the mice with a soft diet and examined how it impacts the LC population (Fig. 5A). As depicted in Fig. 5B, the soft diet specifically alters the frequencies of LCs in the gingival epithelium, as the percentages of gingival LCs but not total APCs were two times higher in mice fed with the soft diet compared to the solid diet. Accordingly, the total numbers of LCs in the gingiva were higher in mice fed with soft diet (Fig. 5C) and, respectively, the frequencies and numbers of migratory LCs in the cervical draining LNs were reduced (Fig. 5D–F). In addition, the expression of *Ccl20*, known to attract and retain LCs in the epithelium^7,20^, was upregulated in mice provided with a soft diet (Fig. 5G). As this suggests that mechanical epithelial damage facilitates LC migration, we directly examined this by painting the gingiva with FITC solution and subsequently applying mechanical damage by brushing the gingiva with a cotton swab. Indeed, higher levels of migratory FITC^+^ LCs were found in the cervical LNs of mice undergoing mechanical damage compared to FITC-painted-only mice (Supplementary Fig. 2). To examine if these migratory LCs can interact with T cells, we adoptedly transferred to langerin-DTR mice CellTrace-labeled OT-I cells and then induced mechanical damage using a cotton swab soaked with the ovalbumin (OVA) antigen. Flow cytometry analysis of the cervical LNs revealed that the OT-I cells proliferated due to the damage, whereas depletion of the LCs reduced the intensity of the proliferation, suggesting that gingival LCs present antigen to T cells (Supplementary Fig. 3). Of note, the OT-I cells proliferate also in the absence of LCs, indicating that other DCs are involved in antigen presentation in this setting. Collectively, these findings suggest that early-life masticatory forces activate gingival LCs to migrate to the LNs.

**Fig. 5:**
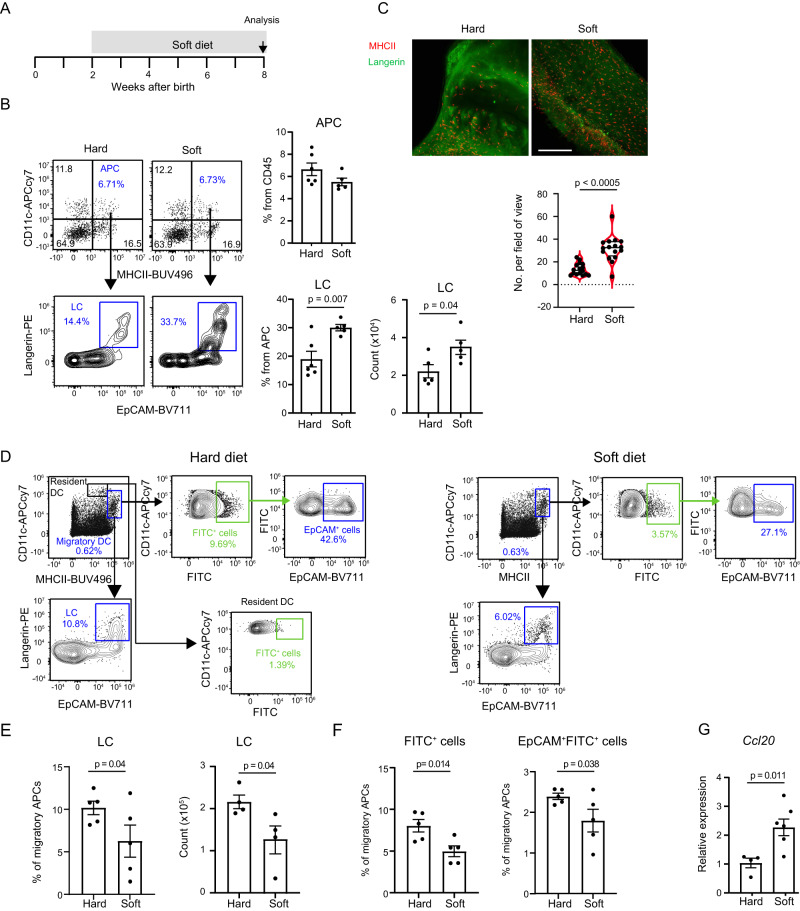
Early-life masticatory forces facilitate LC migration to the LNs. **A** Scheme of the experimental set-up to diminish masticatory forces by giving mice a soft diet from the second to the eighth week of life. **B** Mice were fed with a soft or solid diet from the second week of life, and at six weeks old, the gingiva was analyzed by flow cytometry. Representative FACS plots and graphs present the mean frequencies + SEM (*n* = 5 hard diet, *n* = 6 soft diet) and total numbers of gingival APCs and LCs. Representative data from two independent experiments. *p*-value from a two-tailed, unpaired t-test using GraphPad Prism. **C** Representative immunofluorescence images of gingival epithelial sheet prepared from mice fed with hard or soft diet and stained against MHCII and langerin to visualize LCs. Data presented the number of LCs as standard violin plot, the median denoted as a central horizontal line in the box and the whiskers covering the data within ±1.5 IQR (*n* = 16 fields from 3 mice). *p*-value from a two-tailed, unpaired t-test using GraphPad Prism. **D**–**F** Mice were fed with a soft or solid diet from the second week of life, and at six weeks old, the gingiva was painted with FITC solution and two days later the cervical LNs were analyzed by flow cytometry. Representative FACS plots (**D**) and graphs (**E**) present the mean frequencies + SEM (*n* = 5 mice) and total numbers (*n* = 5 mice) of LCs among migratory APCs. **F** Graphs show the mean frequencies of FITC^+^ cells and EpCAM^+^ FITC^+^ cells (representing migratory LCs) among migratory APCs + SEM (*n* = 5 mice). Representative data from two independent experiments. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. **G** Relative expression of the *Ccl20* in the gingiva of mice fed with a soft or solid diet. Graphs present the transcript levels quantified by RT-PCR and normalized to mice fed with a solid diet depicted as the mean + SEM (*n* = 4 hard diet, *n* = 6 soft diet). Representative data from two independent experiments. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. Source data are provided as a Source Data file.

### Early-life masticatory forces induce IL-17-independent alveolar bone-resorbing immunity

We next discover that the soft diet also alters gingival immunity, as the total gingival leukocytes were decreased, which was attributed to a reduction in the adaptive CD4^+^ T and B lymphocytes but not the innate cells (e.g., monocytes, neutrophils, and APCs) (Fig. 6A, B). We next quantified by RT-PCR the expression of genes related to the weaning reaction and tissue homeostasis. As depicted in Fig. 6C, reduced expression of *Ifng* and *Tnfa* was observed in 4-week-old mice fed with a soft diet, yet the expression of *Tnfa* but not *Ifng* returned to normal levels in the adult. Expression of *Foxp3* and *Il17a* resembles those of *Ifng* and *Tnfa*, accordingly (Fig. 6C), suggesting that masticatory forces rather than the microbiota (Fig. 2) induce the expression of these key immunological genes. We then examined if the soft diet impacts the alveolar bone of 8-week-old mice. Quantification of the volume of the residual alveolar bone revealed elevated bone volume in mice fed with the soft diet compared to the regular solid diet (Fig. 6D). The bone trabecular properties were also altered due to the soft diet, demonstrating the considerable impact of early-life mastication on the alveolar bone. Accordingly, higher numbers of TRAP^+^ cells were detected in gingival cross-sections of mice fed with a solid than soft diet (Fig. 6E). To test if the early-life bone loss induced by the hard diet is mediated by IL-17 as reported in adult life^4^, we provided a soft diet to *Il-17a*^*-/-*^ mice. A micro-computed tomography (μCT) analysis indicated that similar to wild-type mice, the soft diet resulted in an increased volume of the alveolar bone despite the lack of IL-17 (Fig. 6F). Further analysis revealed that this was due to elevated trabecular thickness rather than the number of trabeculae. These data suggest that mastication-induced immunity associates with early-life bone loss, which, in contrast to adult life, is not mediated by IL-17.

**Fig. 6:**
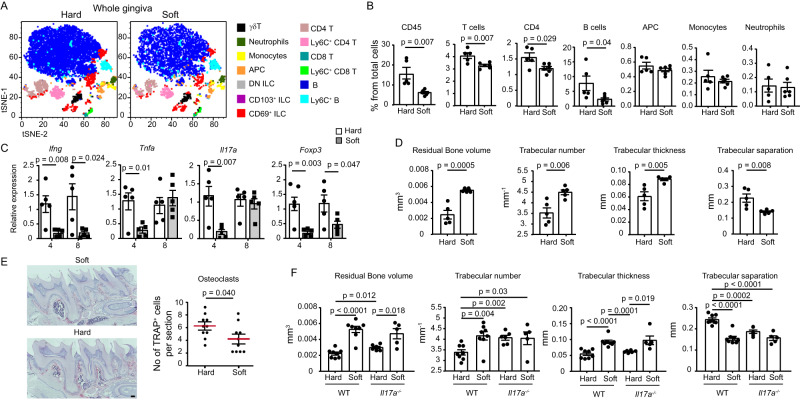
Early-life masticatory forces alter gingival immunity and induce IL-17-independent alveolar bone loss. **A** tSNE flow cytometry plots display the main subsets of leukocytes present in the gingiva (epithelium and lamina propria) of adult B6 mice receiving a soft or solid diet from the second week of life. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. **B** Graphs show the mean frequencies + SEM (*n* = 5 hard diet, *n* = 6 soft diet) of the various leukocytes in the gingiva. Data from one out of two independent experiments are shown. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. **C** Relative expression of the note genes in the gingiva of mice fed with a soft or solid diet. Graphs present the transcript levels quantified by RT-PCR and normalized to mice fed with a solid diet depicted as the mean + SEM (*n* = 5). Representative data from two independent experiments. *p*-value from a two-tailed, unpaired t-test using GraphPad Prism. **D** µCT analysis of the maxilla of adult B6 mice receiving a soft or solid diet prior to weaning. The graphs show the mean alveolar bone volumes + SEM (*n* = 6) as well as the noted trabecular parameters. Representative data from two independent experiments. *p*-value from a two-tailed, unpaired t-test using GraphPad Prism. **E** Representative gingival cross-sections from adult mice fed with a soft or solid diet. The graph shows the mean numbers + SEM of TRAP-positive osteoclasts per cross-section (*n* = 10 sections from three mice). Representative data from two independent experiments. *p*-value from a two-tailed, unpaired t-test using GraphPad Prism. **F** *Il17a*^*-/-*^ mice were treated with soft or solid diets as described above. The graphs show the mean alveolar bone volumes + SEM (*n* = 8 for WT, *n* = 5 for *Il17a*^*-/-*^) and the trabecular parameters using µCT analysis. Representative data from three independent experiments. Scale bar, 50 µm. *p*-value from an ordinary one-way ANOVA test using GraphPad Prism. Source data are provided as a Source Data file.

### Depletion of LCs during weaning dysregulates gingival transcriptomic signature associated with epithelial integrity and homeostatic immunity

We next investigated the role of LCs on gingival homeostasis during early life. LCs were depleted from langerin-DTR mice during the weaning period by administrating DT or PBS on days 17, 24, and 31 after birth, and the repopulation of LCs was analyzed using flow cytometry (Fig. 7A). LCs were completely absent in 4-week-old mice, which then gradually repopulated the gingiva, restoring their normal frequencies in the eighth week of life (Fig. 7B). 

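Epithelium of 11 langerin-DTR mice was sequenced. These mice carry the receptor for diphtheria toxin (DT) under the control of langerin, so that DT kills the cells that express it. PBS was given to 5 mice and DT to 6 mice on days 17, 24 and 31 after birth, and the epithelium was collected from the adult gingiva at 8 weeks of age. Stranded mRNA libraries were sequenced on an Illumina instrument, which is a NextSeq in the reporting summary of the paper and a NovaSeq in the sample labels. The authors trimmed the reads, aligned them to the mouse genome (GRCm38) with TopHat, counted them on genes with htseq-count and divided the counts of each mouse by a size factor from DESeq2. Their deposited table lists 55414 genes and gives normalized counts for 19170 of them, the smallest of which had 10 reads summed over the 11 mice. The other 36244 genes are listed without a value and were not tested. Within each mouse, 100% of the values were whole multiples of the value of a single read, which gives back the depth. Between 17667564 and 22180195 reads per mouse were counted on these genes after PBS, with a median of 20164510, and between 17509328 and 24325513 after DT, with a median of 20859076. This depth did not differ between the groups (two-sided exact permutation test over the 462 splits of the mice, p = 0.496).
Cd207, which encodes langerin and lies on chromosome 6 of GRCm38 from 83671215 to 83677857, had 15.8, 18.5, 32.2, 10.0 and 43.0 normalized counts in PBS 1 to PBS 5 and 18.3, 19.4, 17.1, 18.3, 21.6 and 15.8 normalized counts in DT 1 to DT 6. Its log2 fold change was -0.19 (standard error 0.30, limma adjusted p = 0.853), and it turned to 0.06 when PBS 5 was left out. By flow cytometry, the paper reports that LCs had returned to their normal frequency at this age (Fig. 7B). Differences between DT and PBS were tested with limma on log2(normalized count + 1), with Benjamini-Hochberg adjustment over the 19170 genes and the paper's threshold of an adjusted p under 0.1. A fold change on this scale understates the change of genes with low counts. For each pathway, a gene set score per mouse was the mean over the list, among genes with a mean of at least 10 normalized counts, of the log2 value minus the gene's mean over all mice. The score was compared between the groups with a two-sided exact permutation test, for which 0.00216 is the smallest p that 5 mice against 6 allow. GSEA was run with fgsea on genes ranked by the moderated statistic of limma. For the score of a list and for GSEA, the threshold was an adjusted p under 0.05, and not the 0.1 used for genes. The 15 pathway lists were written from general knowledge of each pathway before the values were seen, because the hallmark collection that the paper names was not used here. A list can therefore hold other genes than the hallmark set of that name.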

To explore the impact of LC ablation on the gingiva in an unbiased manner, we profiled the global gene expression of gingival epithelial cells by RNA sequencing (RNAseq). 

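At an adjusted p under 0.1 by limma, 60 genes were higher and 47 genes were lower in the epithelium of DT-treated than of PBS-treated mice, and 2204 genes had an unadjusted p under 0.05. The number of genes in both directions together was 259 without PBS 5, between 27 (without DT 5) and 170 (without PBS 4) in the other fits that left out a mouse, and 189 with array weights in limma. With a block on the replicate numbers, which do not pair the mice, it fell to 35 genes by the numbers in the titles, to 21 genes with a correction for gene length and GC content as well, and to 0 genes by library number, with 1404 genes at an unadjusted p under 0.05. A mouse without a partner, DT 6 by title and DT 5 by library number, adds nothing to such a fit. Without a block, leaving out DT 6 gave 30 genes and leaving out DT 5 gave 27. The fall is therefore not an effect of the block alone. The groups did not overlap in 2.11% of the 13477 genes with a mean of at least 10 normalized counts, where splits of the mice give 0.433% by chance. Among the genes past the threshold without overlap, Atf3 rose most. It lies on chromosome 1 from 191170296 to 191218039, and its level was 258 ± 265 normalized counts (SD, n = 5 mice) after PBS and 1370 ± 715 (SD, n = 6) after DT, a log2 fold change of 2.68 (standard error 0.41, limma adjusted p = 0.0093). PBS 4 stood apart from the other PBS-treated mice with 731 normalized counts of Atf3, and the log2 fold change was 3.16 without it. Rasd1 rose by 1.72, Fos by 1.70, Jun by 1.11 and Zfp36 by 1.10 on the log2 scale, and each of these genes passed the threshold in all 11 fits that left out a mouse. The largest falls were -1.15 for mt-Co2, -0.99 for Kcnq1ot1, -0.78 for H19, -0.76 for Eppk1 and -0.75 for Ankrd37. H19 and Eppk1 passed in all 11 of these fits, whereas mt-Co2 passed in 6, Kcnq1ot1 in 8 and Ankrd37 in 4. The level of mt-Co2 is uncertain, since its reads can be split with nuclear copies. So is that of Kcnq1ot1, which lies antisense to another gene, and it lost its call after a correction for gene length and GC content (-0.61, limma adjusted p = 0.160). The identifier of Eppk1 has no match in the annotation from which positions were taken.
Principal components were computed on the 500 most variable genes with a mean of at least 10 normalized counts. PC1 held 36.0% and PC2 19.7% of their variance. On PC1 the groups could not be separated. The scores ranged from -13.0 to 20.9 after PBS and from -9.09 to 10.5 after DT, and 0.0076% of the variance of PC1 lay between the groups (exact permutation test, p = 0.987). PBS 3 and PBS 5, at 17.2 and 20.9, lay apart from PBS 1, PBS 2 and PBS 4, between -13.0 and -11.9. On PC2 every DT-treated mouse, from 0.218 to 12.1, lay above every PBS-treated mouse, from -13.6 to -3.09. Of the variance of PC2, 76.5% lay between the groups (exact permutation test, p = 0.00216), and this share moved most without PBS 5, to 47.5% (p = 0.0238 by exact permutation). Without the immediate early genes, which are induced within minutes of a stimulus and include Atf3, Fos and Jun, 73.97% of the variance of PC2 lay between the groups (exact permutation test, p = 0.0043). Over all 13477 genes with a mean of at least 10 normalized counts, 15.5% of the squared distance between mice lay between the groups, where splits of the mice give 10% on average (exact permutation test, p = 0.058).

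**Figure D1:**
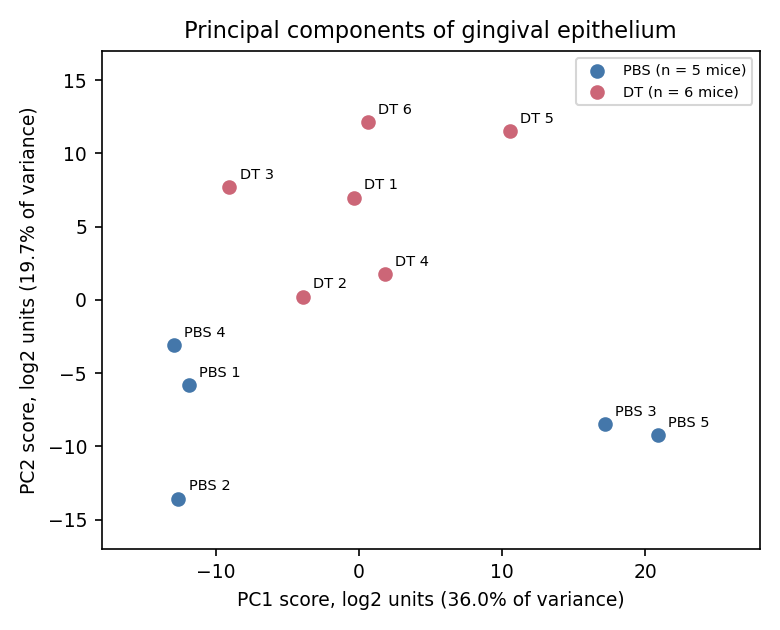
Scores of the 11 mice on PC1 (x axis, 36.0% of variance) and PC2 (y axis, 19.7% of variance), in log2 units, for PBS-treated (blue, n = 5) and DT-treated (red, n = 6) mice. All DT-treated mice lie above 0 on PC2 and all PBS-treated mice below it, while both groups spread over PC1.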

The hierarchical clustering and principal component analysis (PCA) indicated a significant difference between the epithelial cells purified from LC-depleted and non-depleted mice (Fig. 7C, D). As depicted in Fig. 7E, the analysis of gene set enrichment analysis (GSEA) revealed that the absence of LCs upregulated pathways associated with tissue/epithelial repair and epithelial integrity such as oxidative phosphorylation, MYC, p53, and DNA repair^21–24^. 

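The oxidative phosphorylation list held 179 genes with a mean of at least 10 normalized counts, and 87.7% of them had a positive log2 fold change after DT. Its gene set score was -0.037 ± 0.107 (SD, n = 5 mice) after PBS and 0.031 ± 0.047 (SD, n = 6) after DT. The difference of 0.068 was smaller than the SD after PBS (exact permutation test, p = 0.199; adjusted over the 15 lists, 0.373). It moved most with the Reactome list of respiratory electron transport in place of the hand-written list, to 0.0016. Across genes, GSEA gave an enrichment score of 0.586 (gene permutation, adjusted p = 7.1e-22), which moved most with the same Reactome list, to 0.396 (gene permutation, adjusted p = 0.0020). Genes are not independent replicates. When the mice were split at random in place of the genes, 18 of 100 splits, the real one included, gave an enrichment score at least as far from 0. Of its genes higher after DT, those with the smallest p-values were Rhot1, Timm9 and Atp6v1h, with log2 fold changes of 0.19, 0.29 and 0.17. Of the list, 0 genes passed the threshold, adjusted over the list alone or over all genes tested, and 19 had an unadjusted p under 0.05.
For the MYC targets, the score over 221 genes was higher after DT by 0.042, with an SD of 0.042 after PBS and 0.031 after DT (exact permutation test, p = 0.087; adjusted, 0.260). It was 0.025 without PBS 4, and 0.069 over the 144 genes that are in no other list (exact permutation test, p = 0.0043; adjusted, 0.065), not past the threshold in either. With z-scores and with the median over genes p was 0.028 and 0.030 (exact permutation tests; adjusted, 0.422 and 0.249). The enrichment score of the MYC targets was 0.508, and 4 of 100 splits gave as large a score. Cul1, on chromosome 6 from 47453398 to 47526139, had 1906 ± 71.1 normalized counts (SD, n = 5) after PBS and 2224 ± 113 (SD, n = 6) after DT, a log2 fold change of 0.22 (standard error 0.048, limma adjusted p = 0.078), and was past the threshold in 4 of the 11 fits that left out a mouse. Tmem97 and Cct5 had log2 fold changes of 0.18 and 0.17 and did not pass it, apart from Cct5 without PBS 5 (0.21). Adjusted over the list alone, 2 of the MYC targets passed, 1 higher and 1 lower after DT, as they did over all genes tested.
The p53 list of 165 genes had a score of -0.039 ± 0.042 (SD, n = 5) after PBS and 0.032 ± 0.026 (SD, n = 6) after DT. This difference of 0.071 exceeded chance before adjustment (exact permutation test, p = 0.013) and not after it (adjusted, 0.097), except without PBS 3 (adjusted, 0.036) and with each mouse centred on its median (adjusted, 0.049). With the Reactome list it was -0.020 (exact permutation test, p = 0.574). Over the 158 genes that are not immediate early genes it was 0.028 (exact permutation test, p = 0.216; adjusted, 0.541). The enrichment score of the p53 list was 0.423, which 1 of 100 splits reached, the real one, and 0.348 without the immediate early genes (gene permutation, adjusted p = 0.00074). Gadd45a on chromosome 6, from 67035096 to 67037457, rose from 313 ± 26.0 (SD, n = 5) to 468 ± 34.2 (SD, n = 6) normalized counts, a log2 fold change of 0.58 (standard error 0.071, limma adjusted p = 0.0048). Btg2 and Plk2 rose by 0.76 and 0.45 on the log2 scale, and all 3 genes passed the threshold in every fit that left out a mouse. With adjustment over the list alone 23 genes passed, 18 of them higher after DT, and over all genes tested 8 passed, all higher.
For DNA repair, the score over 136 genes differed by 0.011, with an SD of 0.048 after PBS and 0.016 after DT (exact permutation test, p = 0.716; adjusted, 0.768), and it turned to -0.0088 after a correction for gene length and GC content, to -0.029 with the Reactome list and to -0.0093 without PBS 4. The enrichment score was 0.333 (gene permutation, adjusted p = 0.0039). It fell to 0.242 (gene permutation, adjusted p = 0.275) after that correction and to 0.202 (gene permutation, adjusted p = 0.664) without PBS 4, and 24 of 100 splits gave as large a score. The genes with the smallest p-values among those higher after DT, Nt5c3, Nudt21 and Nt5c, had log2 fold changes of 0.25, 0.16 and 0.18, with Nt5c at 558 normalized counts in DT 1 and between 642 and 672 in the other DT-treated mice. Here too 0 genes passed the threshold, adjusted over the list alone or over all genes, and 15 had an unadjusted p under 0.05. Neither limma's camera with an estimated correlation between genes nor fry, which both take the mouse as the replicate, placed any of the 15 lists past an adjusted p of 0.05, and at an unadjusted p under 0.05 they placed 0 and 3. From its GSEA, the paper concludes that pathways of tissue repair and epithelial integrity were upregulated in LC-depleted mice (Fig. 7E).

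**Figure D2:**
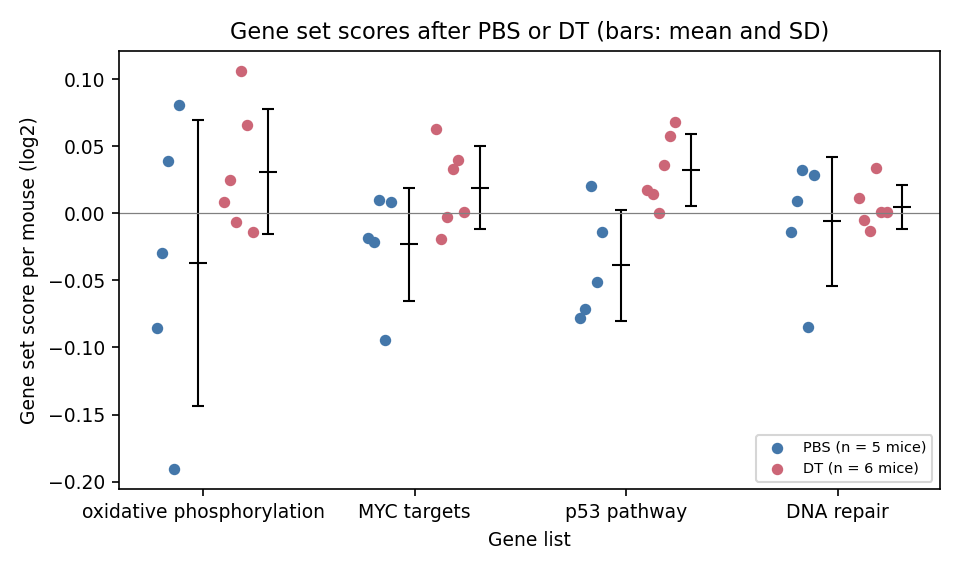
Gene set score of each mouse (y axis, log2) for 4 gene lists (x axis) after PBS (blue, n = 5) and DT (red, n = 6), with the mean and SD of each group as bars. The groups overlap in all 4 lists, least in the p53 pathway, where the difference in means is 0.071.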

TNFα signaling via NFκB was also upregulated, a pathway known to mediate epithelial cell survival^25^. 

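The list for TNFα signaling via NFκB held 173 genes with a mean of at least 10 normalized counts. Its score was -0.083 ± 0.089 (SD, n = 5 mice) after PBS and 0.069 ± 0.098 (SD, n = 6) after DT, a difference of 0.152 (exact permutation test, p = 0.032; adjusted over the 15 lists, 0.162). GSEA gave 0.509, and 2 of 100 splits of the mice reached as large a score. Ier2, on chromosome 8 from 84661331 to 84662852, had 2694 ± 389 normalized counts (SD, n = 5) after PBS and 4533 ± 505 (SD, n = 6) after DT, a log2 fold change of 0.75 (standard error 0.091, limma adjusted p = 0.0048). Adjusted over the list alone, 47 genes passed the threshold, 40 higher and 7 lower after DT, and over all genes tested 23 passed, 22 of them higher. The list shares 21 genes with the list of immediate early genes. The 21 shared genes had a score difference of 1.14 (exact permutation test, p = 0.00216), and the other 152 genes one of 0.016 (exact permutation test, p = 0.766). GSEA without the shared genes gave 0.344 (gene permutation, adjusted p = 0.00074). Tnf itself had 19.5 ± 10.5 normalized counts (SD, n = 5) after PBS and 24.4 ± 11.3 (SD, n = 6) after DT, which did not differ (limma adjusted p = 0.818).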

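In the list of Wnt/β-catenin signaling genes, 36 had a mean of at least 10 normalized counts, and 50% of these had a positive log2 fold change after DT. The score was -0.0038 ± 0.020 (SD, n = 5 mice) after PBS and 0.0031 ± 0.047 (SD, n = 6) after DT, and the difference of 0.0069 was smaller than either SD (exact permutation test, p = 0.805; adjusted, 0.805). It turned to -0.0096 without DT 6, and was 0.039 with the median over genes (exact permutation test, p = 0.0498; adjusted, 0.249) and 0.025 over the 25 genes that are in no other list (exact permutation test, p = 0.221). The enrichment score was 0.410 (gene permutation, adjusted p = 0.040), 0.491 after the length and GC correction (gene permutation, adjusted p = 0.0075) and 0.352 with the Reactome list (gene permutation, adjusted p = 0.0020). It lost the threshold under other alternatives, such as the ranking by log2 fold change (0.312). With the hand-written list it was past the threshold in 4 of the 11 fits that left out a mouse and was reached by 7 of 100 splits of the mice. Besides Cul1, the genes higher after DT with the smallest p-values were Jag1 and Dll1. Jag1, on chromosome 2 from 137081456 to 137116644, had 2630 ± 128 normalized counts (SD, n = 5) after PBS and 2942 ± 130 (SD, n = 6) after DT, a log2 fold change of 0.16 (standard error 0.048, limma adjusted p = 0.215), and DT 1, at 2686 normalized counts, lay apart from the other DT-treated mice, between 2952 and 3034. Dll1 had a log2 fold change of 0.30 and did not pass the threshold either. Adjusted over the list alone, 5 genes passed, 4 of them higher after DT, and over all genes 1 passed.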

An upregulation of Wnt/β-catenin signaling was detected, which was shown to play a role in epithelial integrity^26^ and gingival regeneration^27^. Similarly, hypoxia-related signaling was increased, a pathway controlling healthy barrier function and wound healing^28,29^ as well as gingival function with age^30^. 

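The hypoxia list had a score of -0.036 ± 0.034 (SD, n = 5 mice) after PBS and 0.030 ± 0.019 (SD, n = 6) after DT over 169 genes. Its difference of 0.067 was the only one of the 15 to pass the threshold (exact permutation test, p = 0.00216; adjusted, 0.032), and all 6 DT-treated mice lay above the mean of the PBS-treated mice. Without the limit on the mean of a gene it was 0.060 and not past the threshold (exact permutation test, p = 0.0087; adjusted, 0.130). In 10 of the 11 fits that left out a mouse the list was not past the threshold, although its exact p was the smallest that the fit allowed in each. The list's genes higher after DT with the smallest p-values were Dusp1, Fos and Jun, which are immediate early genes. Dusp1, on chromosome 17 from 26505590 to 26562128, rose from 4950 ± 1446 (SD, n = 5) to 9835 ± 1470 (SD, n = 6) normalized counts, a log2 fold change of 1.02 (standard error 0.15, limma adjusted p = 0.0083). Without the immediate early genes, the score difference was 0.0043 (exact permutation test, adjusted p = 0.805), and it was -0.0017 over 19 genes of the Reactome list (exact permutation test, p = 0.942). The enrichment score was 0.346 and fell to 0.228 (gene permutation, adjusted p = 0.231) without those genes, and 6 of 100 splits of the mice gave as large a score with them. Of the hypoxia list alone 19 genes passed the threshold, 14 higher and 5 lower after DT, and over all genes tested 8 passed, all higher.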

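Expression of the E2F target list, 196 genes with a mean of at least 10 normalized counts, had a score of 0.037 ± 0.082 (SD, n = 5 mice) after PBS and -0.031 ± 0.062 (SD, n = 6) after DT. The difference of -0.067 was smaller than the SD after PBS (exact permutation test, p = 0.145; adjusted, 0.311), and 1 of the 6 DT-treated mice lay above the mean of the PBS-treated mice. GSEA gave -0.390 (gene permutation, adjusted p = 4.6e-06), between -0.508 and -0.287 in the fits that left out a mouse, and 39 of 100 splits of the mice gave a score as far from 0. Prkdc, on chromosome 16 from 15637866 to 15842235, fell from 358 ± 50.0 (SD, n = 5) to 266 ± 9.11 (SD, n = 6) normalized counts, a log2 fold change of -0.42 (standard error 0.084, limma adjusted p = 0.055). Cbx5 and Hnrnpd had log2 fold changes of -0.25 and -0.36, with Cbx5 at 866 normalized counts in DT 5 and between 930 and 960 in the other DT-treated mice. Both lost their call after the correction for gene length and GC content. These 3 genes were past the threshold, adjusted over the list alone and over all genes tested, but in 5, 4 and 3 of the 11 fits that left out a mouse.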

Various pathways were also downregulated by the LC depletion such as elongation factor 2 (E2F) which plays a critical role in epithelial repair via facilitating local inflammatory responses and rates of re-epithelialization^31^. 

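Of 190 mitotic spindle genes with a mean of at least 10 normalized counts, 35.8% had a positive log2 fold change after DT. The score was 0.034 ± 0.040 (SD, n = 5 mice) after PBS and -0.028 ± 0.047 (SD, n = 6) after DT, a difference of -0.063 (exact permutation test, p = 0.045; adjusted, 0.170). Its enrichment score of -0.379 (gene permutation, adjusted p = 3.1e-05) was -0.221 (gene permutation, adjusted p = 0.358) after a correction for gene length and GC content, and was reached by 22 of 100 splits. The median length of the longest transcript was 4874 bases for this list and 3310 bases over all genes with a mean of at least 10 normalized counts. Cntrob, on chromosome 11 from 69299487 to 69323775, fell from 221 ± 11.6 (SD, n = 5) to 170 ± 10.4 (SD, n = 6) normalized counts, a log2 fold change of -0.38 (standard error 0.075, limma adjusted p = 0.054). It was the only gene of the list past the threshold, over the list alone and over all genes tested. Over all genes tested, it kept this call in 6 of the 11 fits that left out a mouse. Dock2 and Espl1 had log2 fold changes of -0.78 and -0.25.
For the 189 genes of the G2/M list, the score fell by 0.056, with an SD of 0.051 after PBS and 0.054 after DT (exact permutation test, p = 0.113; adjusted, 0.281). GSEA gave -0.360 (gene permutation, adjusted p = 0.00018), which lost the threshold without PBS 1 (-0.271), and 33 of 100 splits gave a score as far from 0. In the G2/M list alone 7 genes passed, 4 higher and 3 lower after DT, and over all genes 2 passed, 1 in each direction. Besides Hnrnpd, Polq and Mki67 had the smallest p-values among the genes lower after DT. Mki67, on chromosome 7 from 135689784 to 135716361, had 4161 ± 441 normalized counts (SD, n = 5) after PBS and 3360 ± 394 (SD, n = 6) after DT, a log2 fold change of -0.31 (standard error 0.084, limma adjusted p = 0.180), and it passed the threshold without PBS 3 (-0.37). Polq had a log2 fold change of -0.49 and was not past the threshold.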

The decrease of the mitotic spindle and G2/M signaling further suggest an impact of LC on epithelial homeostasis as these pathways control polarity and intercellular forces of epithelial cells, respectively^32,33^. 

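The list of Hedgehog signaling held 25 genes with a mean of at least 10 normalized counts, with a score of 0.038 ± 0.133 (SD, n = 5 mice) after PBS and -0.032 ± 0.066 (SD, n = 6) after DT. This difference of -0.070 could not be told from the variation between mice (exact permutation test, p = 0.279; adjusted, 0.465). With the larger Reactome list of the same pathway, it was 0.024. The enrichment score of -0.458 (gene permutation, adjusted p = 0.030) was past the threshold in 5 of the 11 fits that left out a mouse and was reached by 21 of 100 splits. It was -0.310 (gene permutation, adjusted p = 0.371) after the correction for length and GC content, and 0.406 (gene permutation, adjusted p = 0.0013), in the opposite direction, with the Reactome list. Ptch1, a receptor and target of the pathway on chromosome 13 from 63508328 to 63573598, had 295 ± 26.2 normalized counts (SD, n = 5) after PBS and 245 ± 38.0 (SD, n = 6) after DT, a log2 fold change of -0.28 (standard error 0.10, limma adjusted p = 0.289). Cdk6 and Dpysl2 had log2 fold changes of -0.25 and -0.54. Adjusted over the list alone, 1 gene passed the threshold, and over all genes 0 did, with 4 at an unadjusted p under 0.05.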

Hedgehog signaling, which involves the maintenance of homeostasis in the mucosal epithelium^34^, was also downregulated. To verify in vivo the impairment of epithelial integrity due to LC ablation, we examined epithelial permeability by applying FITC solution on the gingiva of anesthetized mice and then quantifying its penetration to the epithelium. As depicted in Fig. 7F, whereas FITC was restricted to the keratin layer in PBS-treated mice, ablation of LCs resulted in substantial penetration of the dye to the epithelium that even labeled deeper gingival tissues. Of note, the increased permeability was not due to dysregulated expression of Claudin 1 (*Cld1*), Claudin 4 (*Cld4*), and tight junction proteins 1 (*Tjp1*, also known as ZO-1) (Supplementary Fig. 4), suggesting that another mechanism rather than the integrity of tight junction-related molecules might be involved. Next, the GSEA analysis further revealed that LC ablation reduced several immunological pathways such as IFN-α and IFN-γ signaling that was reported to control mucosal epithelial homeostasis including in the gingiva^16,35^. 

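For the response to IFN-α, the score over 82 genes was 0.039 ± 0.28 (SD, n = 5 mice) after PBS and -0.032 ± 0.151 (SD, n = 6) after DT. The difference of -0.071 was smaller than the SD of either group (exact permutation test, p = 0.602; adjusted, 0.694). GSEA gave -0.362 (gene permutation, adjusted p = 0.011) and was past the threshold in 5 of the 11 fits that left out a mouse, between -0.514 without PBS 2 and -0.235 without PBS 5, and 53 of 100 splits of the mice gave a score as far from 0. Among the genes lower after DT with small p-values, Eif2ak2 on chromosome 17, from 78852564 to 78882573, had 433 ± 54.9 normalized counts (SD, n = 5) after PBS and 362 ± 42.0 (SD, n = 6) after DT, a log2 fold change of -0.26 (standard error 0.093, limma adjusted p = 0.295). Sp110 had a log2 fold change of -1.22 at means under 15 normalized counts. Adjusted over the list alone or over all genes, 0 genes passed the threshold, and 10 had an unadjusted p under 0.05.
For the response to IFN-γ, the score over 157 genes differed by -0.056, with an SD of 0.224 after PBS and 0.106 after DT (exact permutation test, p = 0.574; adjusted, 0.694). The enrichment score was -0.275 (gene permutation, adjusted p = 0.045), lost the threshold in 5 of the 11 fits that left out a mouse and lay at -0.174 without PBS 3, while 70 of 100 splits gave a score as far from 0. Csf2rb, on chromosome 15 from 78325752 to 78353847, had 38.9 ± 10.4 normalized counts (SD, n = 5) after PBS and 19.6 ± 7.77 (SD, n = 6) after DT, a log2 fold change of -1.02 (standard error 0.29, limma adjusted p = 0.196). Among the genes of this list alone 4 genes passed, 2 in each direction, and over all genes 1 passed, which was higher after DT.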

A reduction in IL-2/STAT5 signaling was also detected, an important immunological pathway promoting Treg cell differentiation while limiting Th17 cells^36,37^. Collectively, these findings suggest that ablation of LCs impairs gingival epithelial integrity and reduces homeostatic immunity, thus facilitating the expression of tissue repair mechanisms.

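The IL-2/STAT5 list had a score of 0.018 ± 0.104 (SD, n = 5 mice) after PBS and -0.015 ± 0.058 (SD, n = 6) after DT over 149 genes, a difference of -0.033 (exact permutation test, p = 0.513; adjusted, 0.694). With the 34 genes of the Reactome list of interleukin-2 signaling it was -0.125 (exact permutation test, p = 0.011; adjusted, 0.141), and with the median over genes 0.013. The enrichment score of the IL-2/STAT5 list was -0.252 and did not pass the threshold (gene permutation, adjusted p = 0.126). It was past it without PBS 1 (-0.288) and without PBS 2 (-0.314), and turned to 0.227 without PBS 3 and 0.225 without PBS 5. A score as far from 0 came from 64 of 100 splits of the mice. Pou2f1, on chromosome 1 from 165865154 to 166002678, fell from 703 ± 59.5 (SD, n = 5) to 497 ± 41.2 (SD, n = 6) normalized counts, a log2 fold change of -0.50 (standard error 0.071, limma adjusted p = 0.0082), and passed the threshold in all 11 fits that left out a mouse. Plagl1 and Hk2 had log2 fold changes of -0.33 and -0.29 and did not, apart from Hk2 without PBS 4 (-0.35). Adjusted over the list alone, 11 genes passed, 7 higher and 4 lower after DT, and over all genes tested 6 passed, 5 of them higher. Foxp3, which marks Treg cells, had 5.93 ± 2.88 normalized counts (SD, n = 5) after PBS and 3.73 ± 1.13 (SD, n = 6) after DT (limma adjusted p = 0.664), which at this depth could not be told apart.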

**Fig. 7:**
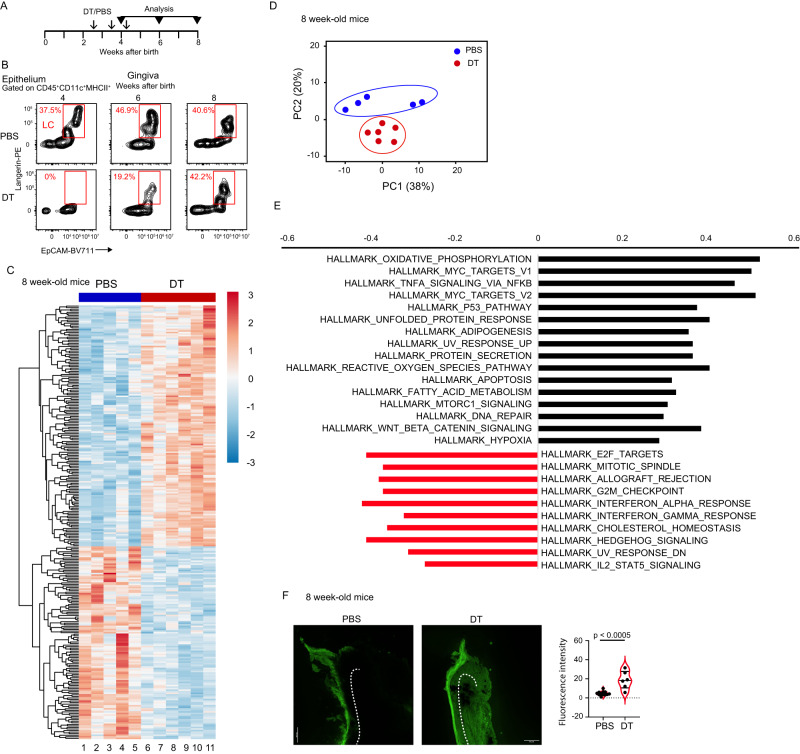
Depletion of LCs during weaning dysregulates the cellular and immunological function of the adult gingiva. **A** Experimental setting employed to deplete langerin-positive cells from Langerin-DTR mice using DT or PBS as a control. **B** Representative flow cytometry plots demonstrating the repopulation of gingival LCs upon the noted depletion strategy. **C**–**E** Epithelial cells were collected from adult Langerin-DTR mice after administration of DT (*n* = 6) or PBS (*n* = 5) as described in **A**, and subjected to global gene expression analysis. **C** Hierarchical clustering of the genes differentially expressed in the naive and the LC-depleted epithelial cells. **D** PCA of the most variable transcripts expressed by the epithelial cells from the different groups. **E** Significantly upregulated and downregulated gene pathways identifies by GSEA analysis among the various groups of epithelial cells (familywise error rate [FWER] <0.05). **F** FITC solution was applied to the gingiva of 8-weeks-old langerin-DTR mice treated with DT or PBS as described in **A**. Representative gingival cross-sections show the localization of FITC in the tissue upon topical application of FITC solution. Data presented the quantification of fluorescence intensity as standard violin plot, the median denoted as a central horizontal line in the box and the whiskers covering the data within ±1.5 IQR (*n* = 6 for DT, *n* = 12 for PSB). Scale bar, 50 µm. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. Source data are provided as a Source Data file.

### LCs control the establishment of gingival immunity and mediate early-life alveolar bone loss

Thus far, masticatory forces found to induce the migration of LCs to the LNs, and the RNAseq analysis further implies that LCs support the development of immunity to maintain epithelial integrity. Therefore, we next address the direct impact of LCs on gingival immunity by depleting these cells during early life. As depicted in Fig. 8A, tSNE analysis indicated no change in the types of leukocytes present in the gingival epithelium of LC-depleted or non-depleted mice (Fig. 8B). Nevertheless, further analysis revealed a significant decrease in the frequencies of CD4^+^FOXP3^+^ Treg cells in LC-depleted mice (Fig. 8B). Similar results were obtained when the depletion of LCs was maintained until adulthood (Fig. 8C). We then quantified the production of IL-17A and IFN-γ by gingival CD4^+^ T cells upon ex vivo stimulation. In agreement with the RNAseq analysis, we detected reduced production of IFN-γ by CD4^+^ T cells due to the absence of LCs while IL-17A-producing CD4^+^ T cells were increased (Fig. 8D). Analysis of the innate immune cells, neutrophils, and monocytes, revealed that both populations were reduced in the gingiva of LC-depleted mice (Fig. 8E). Accordingly, *Cxcl1* and *Ccl2* expression, chemoattractants of both cell types, respectively, were decreased due to the depletion, whereas *Cxcl2*, which also attracts neutrophils was not affected (Fig. 8F)^38,39^. Since early-life mastication-induced immunity associates with alveolar bone loss, we asked whether depletion of LCs influences the alveolar bone in adulthood. Indeed, µCT analysis demonstrated a reduced exposed root area in 8-week-old LC-depleted mice (Fig. 8G). A 3D analysis further showed an increased alveolar bone volume in this group (Fig. 8H). Of note, quantification of the bone trabecula indicated that depletion of LCs did not change the basic structure of the alveolar bone (i.e. trabecular numbers, thickness, and separation). In line with the reduced alveolar bone loss observed in LC-depleted mice, and the decrease of monocytes that give rise to osteoclasts^40^, lower numbers of osteoclasts were found in gingival cross-sections prepared from these mice (Fig. 8I). Collectively, our data suggest that epithelial damage caused by early-life masticatory forces activate LCs to induce gingival immunity required to protect the epithelium but is also associated with alveolar bone loss.

**Fig. 8:**
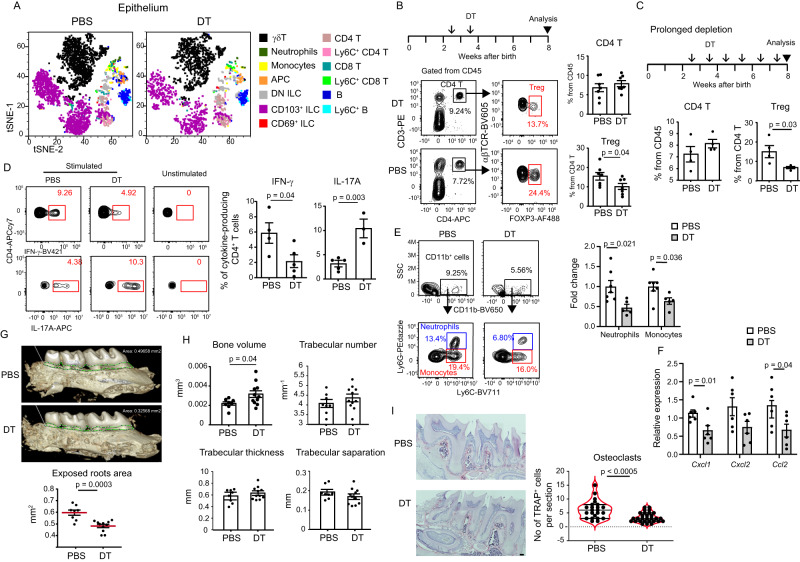
LCs control gingival immunity after birth associated with alveolar bone loss. **A** tSNE flow cytometry plots display the main subsets of leukocytes present in the gingival epithelium of Langerin-DTR mice treated with DT or PBS to deplete gingival LCs during weaning. **B**, **C** Gingival LCs were depleted during weaning (**B**) or until adulthood (**C**) as indicated in the schematics of the experimental settings. Representative flow cytometry plots and graphs show the mean frequencies + SEM (*n* = 7 for weaning, *n* = 4 for adulthood) of the Treg cells in the adult gingiva. Data were pooled from two independent experiments. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. **D** Representative flow cytometry plots and graphs display the mean frequencies + SEM of IFN-γ (*n* = 4 for PBS, *n* = 5 for DT) or IL-17A (*n* = 5 for PBS, *n* = 3 for DT) positive gingival CD4^+^ T cells of adult mice depleted of LCs during weaning upon stimulation with PMA. Representative data from two independent experiments. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. **E** Representative flow cytometry plots and graphs display the mean frequencies + SEM (*n* = 7 for PBS, *n* = 5 for DT) of gingival monocytes, and neutrophils in adult mice depleted of LCs during weaning. Representative data from two independent experiments. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. **F** Relative expression of the note genes in the gingiva of LC-depleted mice. Graphs present the transcript levels quantified by RT-PCR and normalized to PBS-treated mice depicted as the mean + SEM (*n* = 6). Data were pooled from two independent experiments. *p*-value from a two-tailed, unpaired t-test using GraphPad Prism. **G**, **H** µCT images and graphs of the adult maxilla of mice depleted of LC during weaning show the (**G**) exposed root area, the (**H**) alveolar bone volume, and trabecular parameters (*n* = 8 for PBS, *n* = 11 for DT). Data were pooled from two independent experiments. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. **I** Representative gingival cross-sections from adult mice show TRAP-positive cells in DT or PBS-treated mice during weaning. Data presented the numbers of TRAP-positive osteoclasts per cross-section as standard violin plot, the median denoted as a central horizontal line in the box and the whiskers covering the data within ±1.5 IQR The graph shows the (*n* = 23 sections for PBS, *n* = 29 sections for DT, collected from 3 mice). Representative data from two independent experiments. Scale bar, 50 µm. *p*-value from a two-tailed, unpaired *t*-test using GraphPad Prism. Source data are provided as a Source Data file.

## Discussion

This study demonstrates the essential role of LCs in controlling gingival immunity early in life. LCs efficiently populate the gingival epithelium before weaning, enabling the sealing of the epithelium, and inducing local immunity in response to epithelial damage caused by the masticatory forces exerted for the first time in life. Such immune responses are associated with alveolar bone resorption, which is considered a natural bone loss. In contrast to adult life, in which mastication-induced bone loss is mediated by IL-17-producing CD4^+^ T (Th17) cells^4^, IL-17 is not involved in this process postnatally. Instead, IFN-γ-producing T cells (Th1) induced by the LCs may mediate early-life bone loss, as Th1 cells were reported to facilitate bone loss in a setting of periodontal inflammation^41,42^. While the flow cytometry analysis reveals that LCs inhibit the generation of Th17 cells and promote Th1 responses, the RNAseq analysis identifies changes only in IFN-γ but not IL-17-related signaling due to the depletion of LCs. This could be explained by the notion that IL-17 is mainly produced by γδT cells in the young murine gingiva and involved similar signaling as the CD4^+^ T cells^43^, thus the secretion by γδT cells might obscure the effect of LCs on the CD4^+^ T cells. 

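The IL-17 list held 25 genes with a mean of at least 10 normalized counts, with a score of -0.063 ± 0.431 (SD, n = 5 mice) in the PBS-treated and 0.053 ± 0.283 (SD, n = 6) in the DT-treated mice. The difference of 0.116 was smaller than the SD of either group (exact permutation test, p = 0.576; adjusted, 0.694). GSEA gave 0.396 (gene permutation, adjusted p = 0.072), which passed the threshold in 4 of the 11 fits that left out a mouse, and 64 of 100 splits gave a score as far from 0. Defb14, on chromosome 8 from 19194357 to 19195212, had 178 ± 25.1 normalized counts (SD, n = 5) after PBS and 228 ± 36.2 (SD, n = 6) after DT, a log2 fold change of 0.35 (standard error 0.12, limma adjusted p = 0.258). Nfkbiz and Cebpb had log2 fold changes of 0.35 and 0.23, and passed the threshold without PBS 4 (0.46) and without PBS 3 (0.32). With all 11 mice the threshold was passed by 0 genes, adjusted over the list alone or over all genes, and 4 had an unadjusted p under 0.05. Il17a had 2.43 ± 0.88 normalized counts (SD, n = 5) after PBS and 3.53 ± 2.44 (SD, n = 6) after DT (limma adjusted p = 0.935), too few to show a difference at this depth, and Ifng is listed without a value. Whether the IL-17 and IFN-γ lists differed from each other in their response to DT was not tested.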

Regardless, whether LCs are also involved in mastication-induced bone loss in adult life is unclear. The dependence of the mastication-induced Th17 cells on interaction via the T-cell receptor^4^, and the capability of mechanical damage to facilitate the migration of LCs to the LNs, suggest that this could be the case. Moreover, prolonged depletion of LCs for 16 weeks reduces Treg cells and elevates IL-17 expression in the adult gingiva which is accompanied by bone loss^7^. Yet, while the present work also detected reduced Treg cells and elevated Th17 cells when LCs were depleted in early life, this did not translate to alveolar bone loss. Therefore, this proposes that mastication-induced bone loss involves distinct mechanisms in early and adult life, the former is IL-17-independent while the latter depends on IL-17.

The reported dispensability of the microbiota to the development of gingival Th17 cells represents a specific mechanism of the gingival epithelial barrier^4^. Nevertheless, the present study reveals that the microbiota does regulate gingival epithelial immunity in early life. The microbiota also facilitates the sealing of the oral epithelium after birth and upregulates the expression of its immunological pathways^2,16^. While these findings demonstrate the critical impact that the epithelium has on gingival immunity, it proposes a ‘segregation of labor’ between the microbial and mechanical challenges throughout life. Accordingly, the microbiota modulates epithelial gingival immunity until weaning, while masticatory forces begin at this time and become more influential on gingival immunity with age. This may explain the higher expression of various cytokines in the adult gingiva of GF mice compared to SPF, as in the absence of the microbiota, the epithelium is not optimally sealed during weaning, resulting in increased damage to the epithelium by mastication that eventually develops elevated immune responses. Additionally, interactions between commensal microbiota and the multiple cell types involved in wound healing regulate the immune response and promote barrier restoration^44,45^. Thus, the lack of the microbiota might delay the healing of epithelial damage induced by mastication, resulting in higher activation of the gingival immune system.

Unlike neutrophils and γδT cells that are reduced in the GF epithelium, in agreement with previous studies^2,17,46^, the frequencies of ILCs increase. This suggests that ILCs respond to epithelial damage induced by mastication, similar to their reported role in tissue repair in other mucosae^47,48^. Of note, the microbiota inversely regulates the frequencies of the epithelium-resident CD8^+^ T cells and ILCs and in fact, the formers are virtually absent in the GF epithelium. The murine oral epithelium contains a large population of ILCs, while the majority are ILC1 with cytotoxic capabilities, including the elimination of virally infected cells^49–52^. It is thus possible that ILCs respond to mastication-induced damage and epithelial infection; however, the CD8^+^ T cells take over the latter activity upon exposure to the microbiota.

The microbiota is also capable of controlling the differentiation of gingival LCs during weaning. This could be attributed to the ability of the microbiota to regulate the expression of TGF-β1 and BMP-7, cytokines instructing mucosal LC development, which their expression is upregulated before weaning^7^. Interestingly, TGF-β1 expression in intestinal epithelial cells is activated by butyrate produced by gut commensal bacteria^53^. In the oral cavity, there are many butyrogenic bacteria that could regulate TGF-β1 levels by oral epithelial cells and consequently LC differentiation^54^. Moreover, the microbiota was reported to regulate the level of GM-SCF, a cytokine driving DC and LC differentiation, while macrophage-mediated sensing of microbial signals controls GM-CSF levels^55^.

Our data demonstrate that gingival LCs sense and respond to epithelial damage by migrating to the LNs to prime T cells. Oral and skin epithelial cells that are stressed rapidly upregulate ligands for the lymphocyte activation receptor natural killer group 2D (NKG2D), resulting in the migration of LCs to the LNs, followed by the appearance of αβT cells that eliminate stressed epithelial cells^56–58^. A similar response also takes place after a minor injury, such as repetitive tape-stripping of the epidermis^59^, which likely resembles the minor damage induced by ongoing masticatory forces. Under such mild injury conditions, epidermal LCs were shown to penetrate the tight junctions that link epithelial cells, enabling surveilling of the epithelium^60^. While the induction of Th1 cells by LCs facilitates inflammation that either enhances or delays tissue repair, the Treg cells are beneficial as they play a protective role in barrier repair after injury^61^. In this regard, the expansion of the Th17 cells over the Th1 cells with age is beneficial, as Th17 cells have superior tissue protective capabilities^62^.

In humans, weaning typically begins around six months of age, a period when LCs are present in the oral epithelium^63^, suggesting that primary mastication and LCs may also shape human periodontal immunity early in life. However, human deciduous teeth are eventually replaced by permanent teeth and the effect of this process on gingival immunity is unclear. Regardless, we demonstrate that LCs inhibit the development of Th17 during early life, a subset of T cells that have been reported to progressively expand with age in the gingiva of mice and humans due to ongoing masticatory forces and mediate alveolar bone loss^4^. This suggests that LCs may set the bar for adult life in humans because the lower the initial percentage of Th17, the slower bone loss will be later in life.

In summary, this study demonstrates that microbial colonization and masticatory forces shape the initial establishment of adaptive immunity in the gingiva. It further highlights the critical impact of the epithelium and its resident LCs in this process. Besides shedding light on the mechanisms orchestrating gingival immunity early in life, this work also increases our understanding of how early-life intervention (e.g., antibiotics, soft diet) might modulate oral immunity that might have clinical implications in adult life.

## Methods

### Mice

C57BL/6 (B6), langerin-DTR, *B6.129P2-Il17*^*atm1Yiw*^ *(Il17a*^*–/–*^*)* male mice were bred and maintained in the central animal facility at the Hebrew University Faculty of Medicine (Jerusalem, Israel). The mice were maintained under SPF conditions and analyzed at various ages as described in the text. All animal protocols were approved by the Hebrew University Institutional Animal Care and Use Committee (IACUC). Germ-free (GF) B6 mice were maintained in sterile isolators at the Weizmann Institute of Science, and the GF studies were approved by the IACUC of the Weizmann Institute of Science

### Antibodies

The following fluorochrome-conjugated monoclonal antibodies and the corresponding isotype controls were purchased from BioLegend (San Diego, CA, USA): γδTCR (GL3), αβTCR(H57-597), I-A/I-E (M5/114.15.2), CD45.2 (104), langerin (4C7), Ly6G (1A8), Ly6C (HK1.4), CD3 (17A2), B220 (RA3-6B2), CD4 (GK1.5), CD11b (M1/70), CD11c (N418), FOXP3 (MF-14), NK1.1 (PK136), and CD69 (H1.2F3). For extracellular staining a 1:250 dilution was used and for intracellular staining 1:100. The following antibodies were used for immunofluorescence staining: Purified rabbit anti-mouse CD207/Langerin polyclonal (aa26-44) antibody (LSBio) and purified rat anti-mouse I-A/I-E (M5/114.15.2) (BioLegend) (1:100 dilution for both antibodies).

### Isolation of tissue leukocytes

The gingival tissues and lymph nodes were excised. In some of the experiments, gingival tissues were incubated in 1 mL of 4 mg/ml Dispase in PBS + 2% FCS until fully distended for 30 min. The epithelium and sub-epithelium were carefully separated using forceps and a binocular microscope. Tissues were then minced and treated with a Collagenase type II (2 mg/mL; Worthington Biochemicals) and DNase I (1 mg/mL; Sigma) solution in PBS plus 2% FCS for 25 min at 37 °C in a shaker bath. A total of 20 μL of 0.5 M EDTA per 2 mL sample was added to the digested tissues and incubated for an additional 10 min. The cells were then washed, filtered with 70-μM filter, stained with antibodies, run in Aurora (Cytek) flow cytometer, and further analyzed generating plots and tSNE plots using FlowJo software (BD Biosciences).

### Immunofluorescence staining

For wholemount staining gingival tissues were incubated in 1 mL of 4 mg/ml Dispase in PBS + 2% FCS until fully distended for 30 min and epithelium was carefully separated using forceps and binocular microscope. Tissues were then fixed in ice-cold 95% ethanol for 40 min. For frozen section staining, the mandibles were fixed overnight at 4 °C in 4% paraformaldehyde/PBS solution, decalcified for 2–3 weeks in EDTA, embedded in OCT, and cryo-sectioned into 10-μm-thick sections. The cross sections, as well as the whole tissues, were washed 3 times in PBS, blocked in blocking buffer (5% FCS, 0.1% Triton X-100 in PBS) for 1 h at room temperature, and incubated with a primary antibody overnight at 4 °C. Following 3 washing steps in PBS, the samples were incubated with a secondary antibody diluted 1:200 in blocking buffer for 2 h at room temperature, washed 3 times, stained with DAPI and mounted. For paraffin sections, the salivary glands were fixed overnight at 4 °C in 4% paraformaldehyde/PBS solution, and then the tissues were dehydrated using 70%, 80%, 90%, and 100% ethanol and then xylene to dissolve the alcohol. Next, the tissues were embedded in paraffin and micro-sectioned into 7-μm-thick sections. Slides were deparaffinized with xylene, and 100%, 95%, 80%, and 70% ethanol washed 3 times with PBS, blocked in blocking buffer (PBS, 10%FCS, 10% BSA, 2% triton X100) for 1.5 h at room temperature and incubated with primary antibodies overnight at 4 °C. Following 3 washing steps in PBS, the samples were incubated with secondary antibodies: Donkey anti-rabbit IgG (Invitrogen) or donkey anti-rat IgG (Invitrogen) diluted 1:200 in blocking buffer for 2 h at RT, washed 3 times, stained with DAPI and mounted. As a negative staining control, the primary antibody was omitted and replaced by a blocking buffer. Signals were visualized and digital images were obtained using a Nikon TL microscope for the cross sections and Nikon spinning disk confocal microscope for the wholemount tissues.

### Micro-computed tomography analysis

Maxillae were scanned using a high-resolution scanner (μCT 40, Scanco Medical AG, Bassersdorf, Switzerland). Measurements were taken at an operating voltage of 70 kVp and 114 μA current, with an exposure time of 200 ms and voxel resolution of 12 μm in all three spatial dimensions. To precisely quantify volumetric bone loss, quantitative three-dimensional measurements of teeth were performed. Bone loss analysis for teeth was performed in two methods: as previously reported (Wilensky et al.^64^). In short, the sagittal plane of the specimens was set parallel to the X-ray beam axis. The scans were Gaussian filtered and segmented using a multi-level global thresholding procedure for the segmentation of bone. Residual supportive bone volume around natural teeth was determined separately for the buccomesial and the buccodistal roots. To quantify the residual supportive bone volume around the second molar, an occlusal plane was set between the distal marginal ridge of the third molar and the mesial marginal ridge of the first molar. A reference plane was set at 216 μm below the cementoenamel junction and in parallel to the occlusal plane. After setting the reference plane, the volume of bone that was present coronal to it was measured around the mesiobuccal and distobuccal roots separately. The mesiodistal length of alveolar bone considered during measurement was 120 μm and 144 μm for the mesiobuccal and the distobuccal roots, respectively. The results represented the residual bone 3 mm above the reference plane. In the second method, DICOM files were extracted from the scanner and analyzed in the OnDemand3D Application. The area between the cementoenamel junction and the alveolar bone level was marked and measured on the buccal and palate sides.

### RNA extraction and RT-PCR

For RNA isolation, the excised gingival tissues and tongues were homogenized in 500 µl TRI reagent (Sigma) using an electric homogenizer (IKA labortechnik) and RNA was extracted according to the manufacturer’s instructions. cDNA synthesis was performed using the qScript cDNA Synthesis Kit (Quanta-BioSciences). RT-PCR reactions (10 µL volume) were performed using Power SYBR Green PCR Master Mix (Quanta-BioSciences) and specific primers to the examined gene. Sequences of the various primers used in this study are provided in the supplementary data. The following reaction conditions were used: 10 min at 95 °C, 40 cycles of 15 s at 95 °C, and 60 s at 60 °C. The samples were normalized to GAPDH as control mRNA, by change in cycling threshold (ΔCT) method and calculated based on 2-ΔΔCT.

### RNA-Seq differential expression analysis

Raw reads were processed according to the QuantSeq User Guide recommendations (see (1)), reads were trimmed at their 5’ end to remove the first 12 bases, then low-quality and technical bases were removed from the 3′ end using cutadapt (version 1.12) (3). Finally, low quality reads, with more than 30 percent of the bases with quality below 20, were filtered out using the FASTX package (version 0.0.14). Processed reads were aligned against the mouse genome using TopHat (v2.1.1) (4). The genome version was GRCm38, with annotations from Ensembl release 89. Htseq-count (version 0.6.0) (5) was then used for quantification of raw counts per gene per sample, excluding short or otherwise unwanted gene types, such as rRNA or miRNA. Normalization and differential expression analysis were performed with the DESeq2 package (version 1.12.4) (6). Genes with a sum of counts less than 10 over all samples were filtered out prior to normalization. Differential expression, comparing 8-weeks to 1-week-old mice, was calculated with default parameters, except not using the independent filtering algorithm. Statistical significance 6 thresholds were taken as the adjusted *p*-value (padj) <0.1. Exact commands with the full parameters used can be found under the GEO accession.

### Gene set enrichment analysis

Whole differential expression data (1) were subjected to gene set enrichment analysis using GSEA (7). GSEA uses all differential expression data (cut-off independent) to determine whether a priori–defined sets of genes show statistically significant, concordant differences between two biological states. GSEA was run against the hallmark gene set collection from the molecular signatures database (MSigDB, v6.2, July 2018).

### Microbiota analysis

The oral cavity of anesthetized individual PBS and DT-injected Langerin-DTR mice were swabbed for 30 s and the swabs were then processed for DNA isolation using the MoBio PowerSoil kit according to the manufacturer’s instructions. Library preparation, sequencing, and analysis were performed by Hay Laboratories (Israel) as follows: Libraries were prepared using a two-step PCR protocol. In the first step, the V4 region of the 16 rRNA gene was amplified using primers 515F (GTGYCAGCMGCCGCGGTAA) and 807R (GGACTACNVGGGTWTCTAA) (Earth Microbiome Project). The PCR reactions were cleaned using AMPure beads, and then subjected to a second PCR using the Fluidigm Access Array Primers for Illumina to add the adapter and index sequences. After cleaning the second PCR using AMPure beads, the libraries were quantified by Qubit and the size was determined by Tapestation analysis. The libraries were then sequenced on an Illumina Miseq using the V2 kit for 500 cycles (250 × 2, paired-end reads). Data analysis was performed using the CLC Bio Genomics Workbench and Microbial module referring to the Greengene database. Diversity-related statistical tests were carried out in R using the following packages: veganand phyloseq (McMurdie and Holmes^65^). Taxonomy and OTU tables were input into phyloseq package in R to obtain alpha and beta diversity metrics. The a and b diversities were calculated via Shannon index and Bray-Curtis dissimilarity respectively. To illustrate patterns of bacterial community structure, we performed non-metric multidimensional scaling (NMDS) ordination of Bray-Curtis dissimilarity. Permutational Multivariate Analysis of Variance Using Distance Matrices (PERMANOVA) was used to assess the significance between groups on NMDS.

To examine the absolute abundance of certain bacteria, DNA was prepared from oral swabs using Zymo Quick-DNA Fungal\Bacterial DNA Extraction Kit according to the manufacturer’s instructions, and then directly subjected to RT-PCR analysis using designated primers. RT-qPCR reaction was performed using Power SYBR Green PCR Master Mix (Quanta-BioSciences IncTM.). The following reaction conditions were used: 10 min at 95 °C, 40 cycles of 15 s at 95 °C, and 60 s at 60 °C. The samples were normalized to the 18 S as control mRNA, by change in cycling threshold (DCT) method and calculated based on 2-DCT.

### FITC application

In all, 20 mg of FITC (Sigma) was dissolved in 100 µl DMSO (sigma), and the solution was diluted in acetone (1:1). Mice were anesthetized, and 40 µl of the solution was carefully applied to the gingiva. The lymph nodes were excised 2 days after the application for analysis.

### Mechanical damage

Mice were anesthetized, and a swab dipped in sterile PBS was inserted between the right cheek and the upper teeth. The swab was used to rub the gingival tissue going back and forth and then inserted between the right upper teeth and the tongue, followed by rubbing the gingival tissue again in the same manner. This process was then done on the left upper teeth as well. In another experiment, 5 × 10^5^ CellTrace-labeled splenocytes from CD45.1^+^ OT-I mice were transferred intravenously to CD45.2^+^ langerin-DTR mice either pre-injected with DT or PBS. Epithelial damage was induced as described above using a cotton swab soaked with the OVA antigen. The proliferation of the OT-I CD8^+^ T cells was analyzed 3 days later in the cervical LNs by flow cytometry.

### Preparation of soft diet

Mice were fed with irradiated food (Teklad 2918) as a solid diet. To prepare the soft diet, the exact food was dissolved in distilled water for 3 h in a biological hood and then provided to the mice in a sterile plastic dish on the cage floor. Water was similarly supplied to both groups.

### Statistical analysis

Data are expressed as means ± SEM. Statistical tests were performed using two-sided, unpaired *t*-test comparing two groups, and one-way ANOVA comparing more than two groups using GraphPad Prism. A *P* value of <0.05 was considered significant, Detailed information on the n of biological samples and animals used can be found in figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The data that support this study are available in the main text and the supplementary materials and available from the corresponding author upon request. The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus GEO database under accession code GSE232790. Source data are provided with this paper.

# Supplementary material for: Langerhans cells shape postnatal oral homeostasis in a mechanical-force-dependent but microbiota and IL17-independent manner
**Source:** Nat Commun. 2023 Sep 12;14:5628. doi: 10.1038/s41467-023-41409-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Langerhans cells shape postnatal oral homeostasis in a mechanical-force-dependent but microbiota and IL17-independent manner**

Yasmin Jaber, Yasmine Netanel, Reem Naamneh, Or Saar, Khaled Zubeidat, Yasmin Saba, Olga Georgiev, Paz Kles, Or Barel, Yael Horev, Omri Yosef, Luba Eli-Berchoer, Chen Nadler, Gili Betser-Cohen, Hagit Shapiro, Eran Elinav, Asaf Wilensky, and Avi-Hai Hovav

## Supplementary Figure

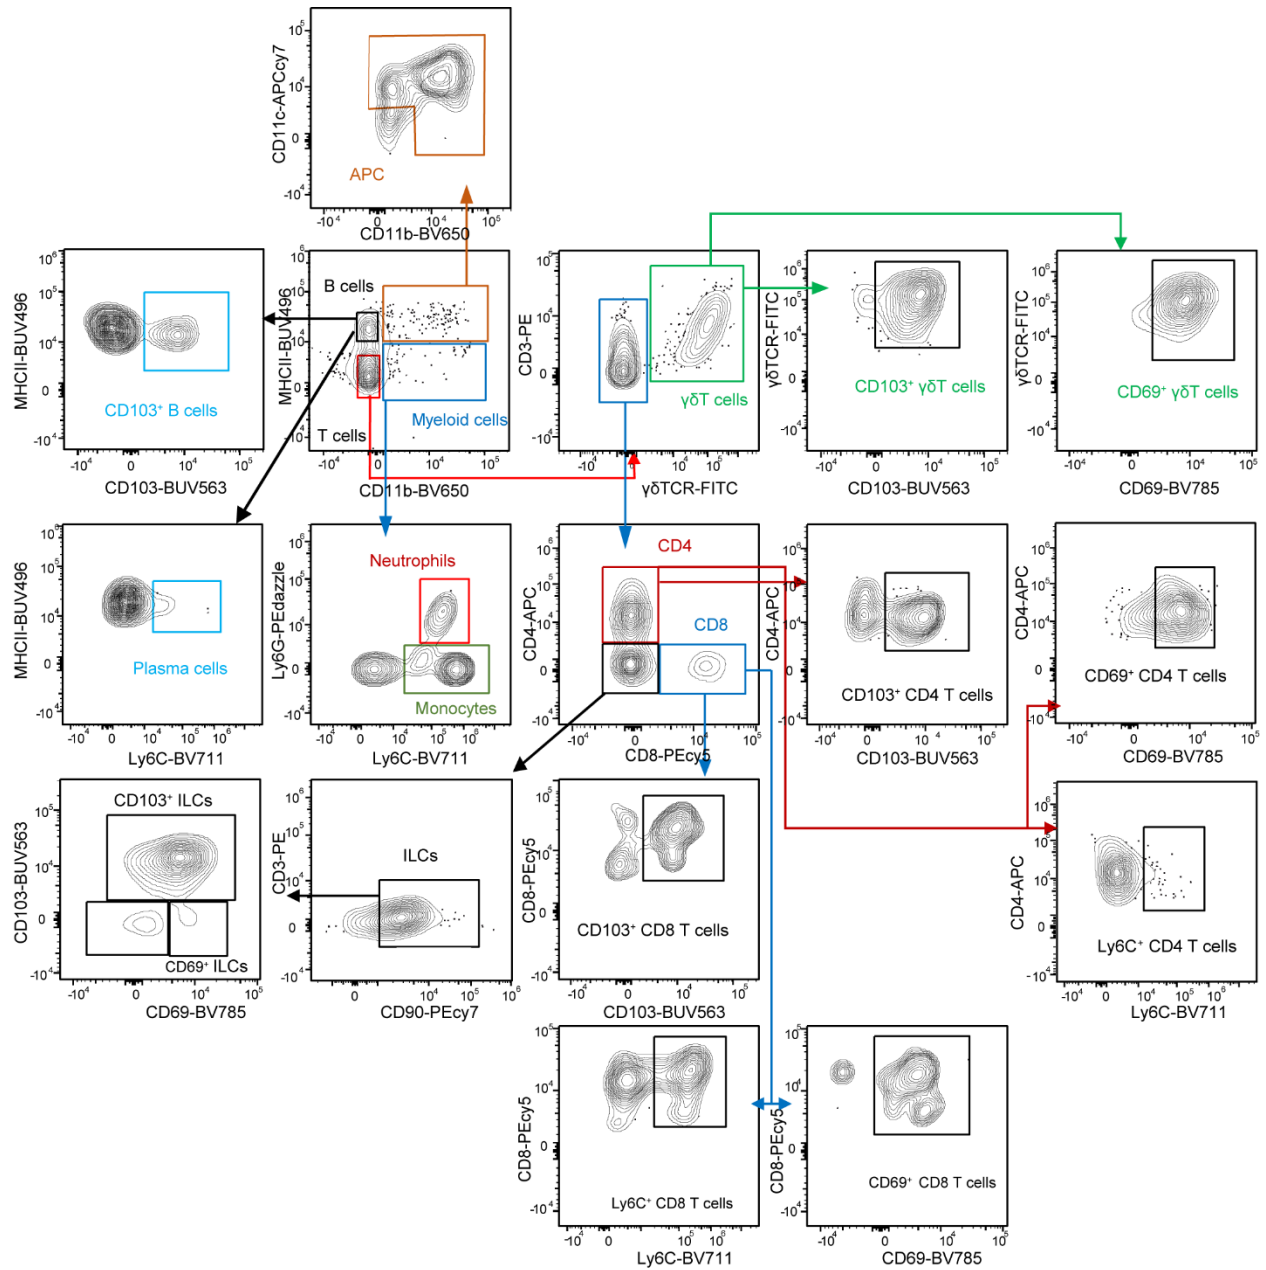

**Fig. S1:** Gating strategy for flow cytometry analysis of oral tissues

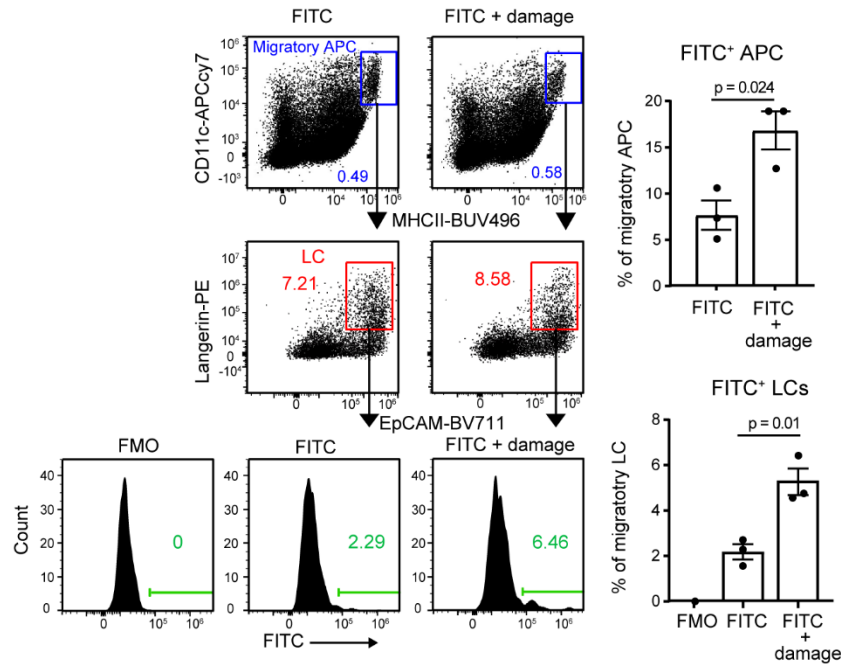

**Fig. S2:** Mechanical damage induces migration of gingival LCs to the cervical LNs.

Adult B6 mice were painted with FITC solution, a few hours later, a mechanical force was applied to the gingiva, and 24 hr later the cervical LNs were collected for flow cytometry analysis. Representative FACS plots and graphs show the mean frequencies + SEM (n=3) of FITC-positive APCs and LCs in the cervical LNs. Representative data of one out of two independent experiments. *p*-value from a two-tailed, unpaired t-test using GraphPad Prism.

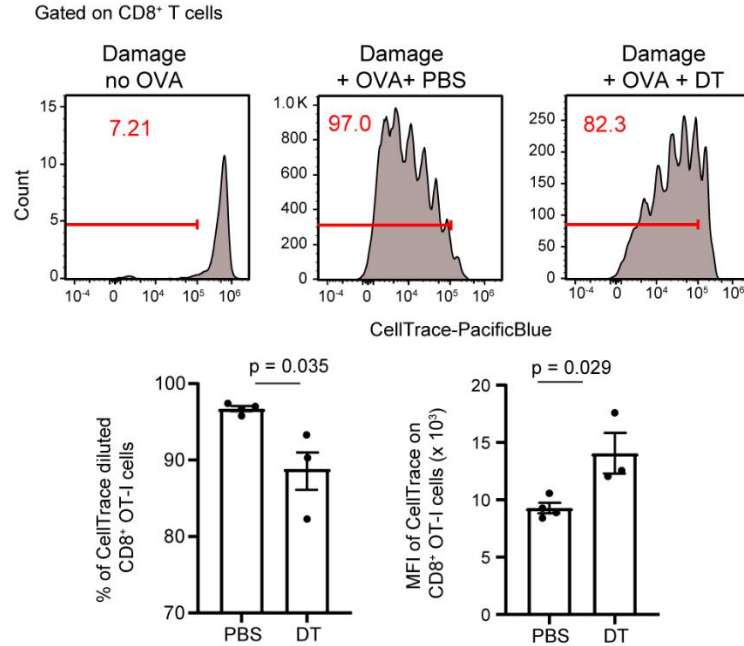

**Fig. S3:** LCs present antigen to T cells upon application of mechanical damage

Langerin-DTR mice were injected with DT or PBS and 24hr later the mice were adoptively transferred with  $5 \times 10^6$  CellTrace-labeled solenocytes purified from OT-I mice. Mechanical damage was then induced in the oral epithelium using a cotton swab soaked with the antigen ovalbumin. Three days later the cervical LNs were collected for analysis. Representative flow cytometry plots and graphs present the mean dilution + SEM of the CellTrace labeling and its mean fluorescence intensity (MFI) + SEM on the proliferating OT-I CD8<sup>+</sup> T cells (n=3). Representative data of one out of two independent experiments. *p*-value from a two-tailed, unpaired t-test using GraphPad Prism.

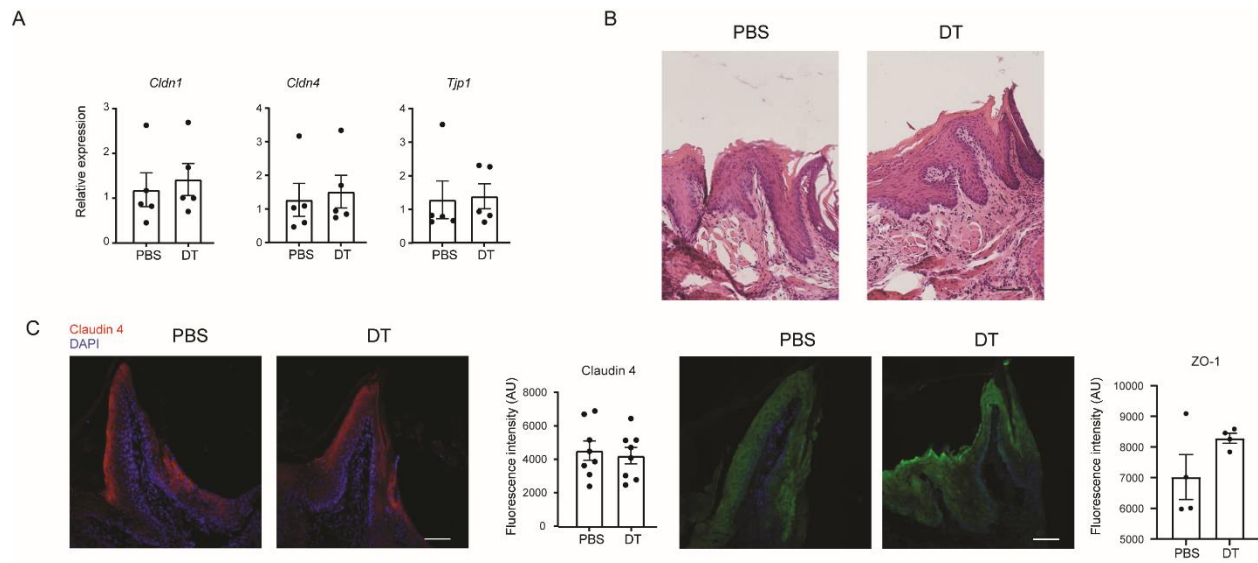

**Fig. S4:** Depletion of LC during weaning does not affect the expression of tight junction-associated proteins.

LCs were depleted in langerin-DTR during weaning and analyzed at the eighth week of life. (A) Relative expression of the note genes in the gingiva of mice that were either depleted of LCs (DT) or not (PBS). Graphs present the transcript levels quantified by RT-PCR and normalized to PBS-treated mice depicted as the mean + SEM (n=5 mice). Representative data from two independent experiments. (B) Representative hematoxylin and eosin (H&E) histological cross-sections were prepared from the gingiva DT and PBS-treated mice. Scale bar, 50 mm. (C) Immunofluorescence of gingival cross-sections of DT and PBS-treated mice with antibodies directed against claudin 4 (red), ZO-1 (green), and DAPI (blue). Representative images and graphs show the staining intensity as mean values + SEM (n=8 for claudin, n=4 for ZO-1). Representative data from two independent experiments. Scale bar, 50 mm.

## Supplementary Tables

**Table 1:** List of primers used in this study.

| Gene         | Forward                  | Reverse                  |
|--------------|--------------------------|--------------------------|
| <i>Gapdh</i> | AGTTGGGATAGGGCCTCTCTT    | TCCCACTCTTCCACCTTCGA     |
| <i>Ifng</i>  | TCAAGTGGCATAGATGTGGAAGAA | TGGCTCTGCAGGATTTTCATG    |
| <i>Tnfa</i>  | CCTGTAGCCACGTCGTAG       | GGGAGTAGACAAGGTACAACCC   |
| <i>Foxp3</i> | AGCAGTGTGGACCGTAGATGA    | GGCAGGGATTGGAGCACTT      |
| <i>Il17a</i> | TCAGCGTGTCCAAACACTGAG    | CGCCAAGGGAGTTAAAGACTT    |
| <i>16s</i>   | AGAGTTTGATCCTGGCTC       | TGCTGCCTCCCGTAGGA GT     |
| <i>Ccl20</i> | CCAAGGGCTGCAAGAGAACT     | TGAGTTGGACCGTGAACCAC     |
| <i>Cxcl1</i> | ATCCAGAGCTTGAAGGTGTTG    | GTCTGTCTTCTTTCTCCGTTACTT |
| <i>Cxcl2</i> | TGAACAAAGGCAAGGCTAACT    | CAGGTACGATCCAGGCTTCC     |
| <i>Ccl2</i>  | TGCTGACCCCAAGAAGGAAT     | TTTGGTTCCGATCCAGGTTTT    |
| <i>Cldn1</i> | GGGGACAACATCGTGACCG      | AGGAGTCGAAGACTTTGCACT    |
| <i>Cldn4</i> | GTCCTGGGAATCTCCTTGGC     | TCTGTGCCGTGACGATGTTG     |
| <i>Tjp1</i>  | GCTTTAGCGAACAGAAGGAGC    | TTCATTTTCCGAGACTTCACCA   |

# Supplementary material for: Langerhans cells shape postnatal oral homeostasis in a mechanical-force-dependent but microbiota and IL17-independent manner
**Source:** Nat Commun. 2023 Sep 12;14:5628. doi: 10.1038/s41467-023-41409-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

"RNA ScreenTape kit (catalog #5067-5576; Agilent Technologies, Santa Clara, CA), D1000 ScreenTape kit (catalog #5067-5582; Agilent Technologies), Qubit® RNA HS Assay kit (catalog # Q32852; Invitrogen, Carlsbad, CA) and Qubit® DNA HS Assay kit (catalog #32854; Invitrogen) were used for each specific step purpose for quality control of RNA and DNA libraries. For mRNA library preparation: KAPA Stranded mRNA-Seq Kit with mRNA Capture Beads (kapabiosystems, KK8421, <https://www.kapabiosystems.com/>) was used. In brief, 1ug was used for the library construction; library was eluted in 20 ul of elution buffer. All DNA samples libraries were adjusted to 4 nM, then pooled in one tube. Multiplex samples Pool (1.6 pM including PhiX 1%) was loaded in NextSeq 500/550 High Output v2 kit (75 cycles) cartridge (catalog #FC-404-1005; Illumina, San Diego, CA) and loaded on NextSeq 500 System machine (Illumina), with 75 cycles and single-Read Sequencing conditions."

## Data analysis

Raw reads were processed according to the QuantSeq User Guide recommendations, reads were trimmed at their 5' end to remove the first 12 bases, then low quality and technical bases were removed from the 3' end using cutadapt (version 1.12) (3). Finally, low quality reads, with more than 30 percent of the bases with quality below 20, were filtered out using the FASTX package (version 0.0.14). Processed reads were aligned against the mouse genome using TopHat (v2.1.1) (4). The genome version was GRCm38, with annotations from Ensembl release 89. Htseq-count (version 0.6.0) (5) was then used for quantification of raw counts per gene per sample, excluding short or otherwise unwanted gene types, such as rRNA or miRNA. Normalization and differential expression analysis were performed with the DESeq2 package (version 1.12.4). Genes with a sum of counts less than 10 over all samples were filtered out prior to normalization. Differential expression, comparing 8-weeks to 1-week old mice, was calculated with default parameters, except not using the independent filtering algorithm. Statistical significance threshold was taken as adjusted p-value (padj) less than 0.1. Exact commands with the full parameters used can be found under GEO accession.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus GEO database under accession code GSE232790. GSEA was run against the hallmark gene set collection from the molecular signature database (MSigDB, v6.2, July 2018). All data are available in the main text and the supplementary materials.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Common samples sizes of n=5 with a minimum of n=3 was chosen based on previous publications in the field. (Koren et al., 2021, Pfister et al. 2020)

Data exclusions

No data were excluded from analysis.

Replication

All experiments were performed in this manuscript at least two times independent biological replicates. All attempt to reproduce the results were successful.

Randomization

Age and sex matched mice were assigned randomly to each experimental and control group.

Blinding

In the RNAseq and taxonomic analyses, the experiments were blinded as the analysis was conducted by specialists who did not know the identity of the samples. In experiments involving transgenic mice or the induction of damage, the experiments were not blinded as the mice were cohoused and thus must be marked to enable identification. In experiments involving time course analysis of germ-free mice, blinding was impossible due to differences in the maturity (e.g., body size) and the different housing conditions (GF mice).

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Rat PE anti-mouse CD3 BioLegend Cat# 100206; RRID: AB\_312663, Clone: 17A2  
 Armenian hamster FITC anti-mouse TCR  $\gamma/\delta$  BioLegend Cat# 118106; RRID: AB\_313830, Clone: GL3  
 Rat Brilliant Violet 421 anti-mouse IFN- $\gamma$  BioLegend Cat# 505829; RRID: AB\_10897937, Clone: XMG1.2  
 Mouse Pacific Blue anti-mouse CD45.2 BioLegend Cat# 109820; RRID: AB\_492872, Clone: 104  
 Rat APC anti-mouse IL17-A BioLegend Cat# 506915; RRID: AB\_536017, Clone: TC11-18H10.1  
 Mouse PE anti-mouse, human Langerin (CD207) BioLegend Cat# 144204; RRID: AB\_2561499, Clone: 4C7  
 Armenian hamster Brilliant Violet 605 anti-mouse TCR  $\beta$  chain BioLegend Cat# 109241; RRID: AB\_2629563, Clone: H57-597  
 Rat PerCP/Cyanine 5.5 anti-mouse I-A/I-E BioLegend Cat# 107626; RRID: AB\_2191071, Clone: M5/114.15.2  
 Rat APC anti-mouse Ly-6G BioLegend Cat# 127614; RRID: AB\_2227348, Clone: 1A8  
 Rat Brilliant Violet 711 anti-mouse CD326 (EpCAM) BioLegend Cat# 118233; RRID: AB\_2632775, Clone: G8.8  
 Rat PE/Cyanine7 anti-mouse Ly-6C BioLegend Cat# 128018; RRID: AB\_1732082, Clone: HK1.4  
 Armenian hamster Brilliant Violet anti-mouse CD69 BioLegend Cat# 104543; RRID: AB\_2629640, Clone: H1.2F3  
 CLDN4 / Claudin 4 Rabbit anti-Human Antibody LSBio Cat# LS-B14814, Clone: ABT-CLD4  
 Goat Anti-Mouse IgG H&L (HRP) abcam Cat# ab6789; RRID: AB\_955439, Clone: Polyclonal  
 Goat Anti-Mouse IgA alpha chain (HRP) abcam Cat# ab97235; RRID: AB\_10681186, Clone: Polyclonal  
 Anti-GAPDH antibody [EPR16891] - Loading Control abcam Cat# ab181602; RRID: AB\_2630358, Clone: EPR16891  
 CD207 / Langerin Rabbit anti-Mouse Polyclonal (aa26-44) Antibody LSBio Cat# LS-C735, Clone: aa26-44  
 Rat PE/Cyanine7 anti-mouse/human CD45R/B220 BioLegend Cat# 103222; RRID: AB\_313005, Clone: RA3-6B2  
 Rat Brilliant Violet 711™ anti-mouse Ly-6C BioLegend Cat# 128037; RRID: AB\_2562630, Clone: HK1.4  
 Rat PE/Cyanine7 anti-mouse/human CD11b BioLegend Cat# 101216; RRID: AB\_312799, Clone: M1/70  
 Rat APC/Cy7 anti-mouse CD4 BioLegend Cat# 100414; RRID: AB\_312699, Clone: GK1.5  
 Rat PE/Cyanine5 anti-mouse CD8a BioLegend Cat# 100709; RRID: AB\_312749, Clone: 53-6.7  
 Rat Brilliant Violet 650TM anti-mouse/human CD11b BioLegend Cat# 101259; RRID: AB\_2566568, Clone: M1/70  
 Rat PE/DazzleTM 594 anti-mouse Ly-6G BioLegend Cat# 127647; RRID: AB\_2566318, Clone: 1A8  
 Armenian hamster APC/Cyanine7 anti-mouse CD11c BioLegend Cat# 117324; RRID: AB\_830649, Clone: N418  
 Rat anti-Mouse I-A/I-E BUV496 M5/114.15.2 BD Biosciences Cat# 750281; RRID: AB\_2874472, Clone: M5/114  
 Rat BD741261 BUV563 anti-mouse CD103 BD Biosciences Cat# 741261; RRID: AB\_2870808, Clone: M290  
 Rat Alexa Fluor® 488 anti-mouse FOXP3 BioLegend Cat# 126406; RRID: AB\_1089113, Clone: MF-14

### Validation

Similar results with validation results in relevant citations:  
 Rat PE anti-mouse CD3 BioLegend Cat# 100206; RRID: AB\_312663 - Zubeidat K. et al. Cell Reports (2023)  
 Armenian hamster FITC anti-mouse TCR  $\gamma/\delta$  BioLegend Cat# 118106; RRID: AB\_313830 - Koren N. et al. Cell Host & Microbe (2021)  
 Rat Brilliant Violet 421 anti-mouse IFN- $\gamma$  BioLegend Cat# 505829; RRID: AB\_10897937 - Wilharm A. et al. PNAS (2019)  
 Mouse Pacific Blue anti-mouse CD45.2 BioLegend Cat# 109820; RRID: AB\_492872 - Barel O. et al. JDR (2022)  
 Rat APC anti-mouse IL17-A BioLegend Cat# 506915; RRID: AB\_536017 - Wilharm A. et al. PNAS (2019)  
 Mouse PE anti-mouse, human Langerin (CD207) BioLegend Cat# 144204; RRID: AB\_2561499 - Saba Y. et al. PNAS (2022)  
 Armenian hamster Brilliant Violet 605 anti-mouse TCR  $\beta$  chain BioLegend Cat# 109241; RRID: AB\_2629563 - Horev Y. et al. Mucosal Immunology (2020)  
 Rat PerCP/Cyanine 5.5 anti-mouse I-A/I-E BioLegend Cat# 107626; RRID: AB\_2191071 - Barel O. et al. JDR (2022)  
 Rat APC anti-mouse Ly-6G BioLegend Cat# 127614; RRID: AB\_2227348 - Wald S. et al. JDR (2021)  
 Rat Brilliant Violet 711 anti-mouse CD326 (EpCAM) BioLegend Cat# 118233; RRID: AB\_2632775 - Saba Y. et al. PNAS (2022)  
 Rat PE/Cyanine7 anti-mouse Ly-6C BioLegend Cat# 128018; RRID: AB\_1732082 - Zubeidat K. et al. Cell Reports (2023)  
 Armenian hamster Brilliant Violet anti-mouse CD69 BioLegend Cat# 104543; RRID: AB\_2629640 - Zubeidat K. et al. Cell Reports (2023)  
 CLDN4 / Claudin 4 Rabbit anti-Human Antibody LSBio Cat# LS-B14814 Goat Anti-Mouse IgG H&L (HRP) abcam Cat# ab6789; RRID: AB\_955439 - Koren N. et al. Cell Host & Microbe (2021)  
 Goat Anti-Mouse IgA alpha chain (HRP) abcam Cat# ab97235; RRID: AB\_10681186 - Zubeidat K. et al. Cell Reports (2023)  
 Anti-GAPDH antibody [EPR16891] - Loading Control abcam Cat# ab181602; RRID: AB\_2630358 - Zubeidat K. et al. Cell Reports (2023)  
 CD207 / Langerin Rabbit anti-Mouse Polyclonal (aa26-44) Antibody LSBio Cat# LS-C735 - Saba Y. et al. PNAS (2022)  
 Rat PE/Cyanine7 anti-mouse/human CD45R/B220 BioLegend Cat# 103222; RRID: AB\_313005 - Zubeidat K. et al. Cell Reports (2023)

Rat Brilliant Violet 711™ anti-mouse Ly-6C BioLegend Cat# 128037; RRID: AB\_2562630 - Wald S. et al. JDR (2021)  
 Rat PE/Cyanine7 anti-mouse/human CD11b BioLegend Cat# 101216; RRID: AB\_312799 - Wald S. et al. JDR (2021)  
 Rat APC/Cy7 anti-mouse CD4 BioLegend Cat# 100414; RRID: AB\_312699 - Wald S. et al. JDR (2021)  
 Rat PE/Cyanine5 anti-mouse CD8a BioLegend Cat# 100709; RRID: AB\_312749 - Zubeidat K. et al. Cell Reports (2023)  
 Rat Brilliant Violet 650TM anti-mouse/human CD11b BioLegend Cat# 101259; RRID: AB\_2566568 - Zubeidat K. et al. Cell Reports (2023)  
 Rat PE/DazzleTM 594 anti-mouse Ly-6G BioLegend Cat# 127647; RRID: AB\_2566318 - Zubeidat K. et al. Cell Reports (2023)  
 Armenian hamster APC/Cyanine7 anti-mouse CD11c BioLegend Cat# 117324; RRID: AB\_830649 - Barel O. et al. JDR (2022)  
 Rat anti-Mouse I-A/I-E BUV496 M5/114.15.2 BD Biosciences Cat# 750281; RRID: AB\_2874472 - Zubeidat K. et al. Cell Reports (2023)  
 Rat BD741261 BUV563 anti-mouse CD103 BD Biosciences Cat# 741261; RRID: AB\_2870808 - Zubeidat K. et al. Cell Reports (2023)  
 Rat Alexa Fluor® 488 anti-mouse FOXP3 BioLegend Cat# 126406; RRID: AB\_1089113 - Saba Y. et al. PNAS (2022)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 (B6), langerin-DTR, B6.129P2-Il17 atm1Yiw (Il17a $-/-$ ) and Germ-free (GF) B6 mice were involved in this study. The mice were euthanized at ages 1,2,4,6 or 8 weeks depending on the specific experiment. Housing conditions were 21-24°C, 30-70% humidity, with lights in the room for 12 hours, between 7:00-19:00, and dark for 12 hours from 19:00-7:00. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                               |
| Reporting on sex        | Finding apply to both sexes. sex matched mice were chosen in groups of each experiment.                                                                                                                                                                                                                                                                               |
| Field-collected samples | The study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | All animal protocols were approved by the Hebrew University Institutional Animal Care and Use Committee (IACUC). GF studies were approved by the IACUC of the Weizmann Institute of Science.                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | The gingival tissues and lymph nodes were excised. In some of the experiments gingival tissues were incubated in 1mL of 4mg/ml Dispase in PBS + 2% FCS until fully distended for 30 minutes. The epithelium and sub-epithelium were carefully separated using forceps and binocular microscope. Tissues were then minced and treated with a Collagenase type II (2 mg/mL) and DNase I (1 mg/mL) solution in PBS plus 2% FCS for 25 min at 37 °C in a shaker bath. A total of 20 $\mu$ L of 0.5 M EDTA per 2 mL sample was added to the digested tissues and incubated for an additional 10 min. The cells were then washed, filtered with 70- $\mu$ M filter, incubated with antibodies for 20 minutes on ice in the dark and washed.                                                                                                                                                                                                                       |
| Instrument                | Samples were ran in Aurora (Cytek) flow cytometer.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Software                  | Data was analyzed generating plots and tSNE plots using FlowJo software (BD Biosciences).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Cell population abundance | The frequency of Leukocytes was about 20% of all cells in the gingival mucosa.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Gating strategy           | Singlets were gated according to the pattern of SSC-A vs. SSC-H and FSC-A vs. FSC-H. All cells were gated based on the pattern of FSC-A/SSC-A. Leukocytes were gated based on negative expression of autofluorescence and positive expression of CD45. Further expression pattern of MHCII and CD11b divided Leukocytes into B cells (MHCII+CD11b-), T cells and ILCs (MHCII-CD11b-), myeloid cells (MHCII-CD11b+) and APCs (MHCII+CD11b+).<br>In some experiments, further gating on MHCII+CD11c+ Leukocytes identified APCs, that were further analyzed based on Langerin and EpCAM expression, marking Langerhans cells. In other experiments, gating on FITC out of APCs or Langerhans cells identified oral mucosa originating migrating cells.<br>In staining for T regulatory cells, Leukocytes were further gated for CD3 and CD4, and double positive cells were gated for FOXP3 and abTCR, marking the double positive population as T-reg cells. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

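The gingival epithelium of 5 PBS-treated and 6 DT-treated langerin-DTR mice, injected on days 17, 24 and 31 after birth and killed at 8 weeks of age, was compared by RNA sequencing. The authors trimmed and filtered the reads, aligned them with TopHat to GRCm38, counted them per gene with htseq-count on the Ensembl annotation, left out genes with a summed count under 10 and divided the counts of each mouse by its DESeq2 size factor. Each value that the authors deposited is therefore a normalized count, given per gene and mouse. Of 55414 genes listed, 19170 have values, and 36244 genes, Ifng among them, are listed without a value. All columns of per-sample values were used.
In each mouse 100% of the values were whole multiples of the value of a single read, from which the reads counted per mouse were recovered. The total was between 17509328 and 24325513 reads per mouse, and the normalized totals lay between 19991333 and 20748076. A gene with a mean under 10 normalized counts is measured with a large counting error, and such genes were left out of scores and principal components but not of the test per gene. The recovered reads were used to describe depth only. Tests on counts with edgeR or DESeq2, which had been planned as alternatives on recovered reads, were not run, because the deposited values were treated as normalized and not as counts.
Differences between DT and PBS were tested with limma 3.58.1 in R 4.3.3 (linear model with an intensity trend) on log2(normalized count + 1), with Benjamini-Hochberg adjustment over 19170 genes and a threshold of 0.1. All 11 mice entered the fit, with no covariate. Principal components were taken from the 500 most variable of the 13477 genes with a mean of at least 10 normalized counts, centred and not scaled. The share of squared distance between the groups was computed over all 13477 genes. Single values, scores and shares were compared with two-sided exact permutation tests over all 462 splits of the mice into groups of 5 and 6, whose smallest p is 0.00216. Correlations across mice were tested with 100000 permutations.
The 15 pathway lists and 16 lists of marker genes were written by hand before the data were examined, and the main settings and the alternatives were chosen at the same time. A score per mouse is the mean over a list of the log2 value minus the gene's mean over all mice, and its p was adjusted over the 15 pathway lists or over the 13 marker lists with an expressed gene, with a threshold of 0.05. GSEA was run with fgsea 1.28.0 on genes ranked by the moderated statistic of limma, with weight 1, 10000 starting permutations of genes, random seed 1 and adjustment over the 15 lists. The error of an enrichment score and of the variance on a component was the jackknife standard error over the 11 fits that each left out a mouse. Genes named in the text were chosen by a rule set before the data were examined: each gene that the paper measures by transcript or protein in the gingiva, the 5 largest rises and the 5 largest falls among genes past the threshold with a mean of at least 10 normalized counts and no overlap between the groups, and for each pathway list the 3 genes with the smallest p in the direction of the list. Of the genes so chosen 2 are not reported here and were not replaced. Genes of the marker lists named in the closing part are the exception, and were chosen after their values were seen.
Positions, transcript lengths and GC content came from GENCODE mouse release 21 on GRCm38, which is a later release than the annotation the authors counted on, and 19117 of the 19170 genes (99.7%) had a match. Length and GC trends were removed per mouse with loess (span 0.3, degree 1). The alternatives tried were other pseudocounts, a filter on low values, TMM scaling and quantile normalization of the deposited values, array weights in limma, the length and GC correction, a block on the replicate numbers, other numbers of variable genes, z-scores and medians in place of means, lists without shared genes or without immediate early genes, Reactome lists matched by identifier, other GSEA rankings and weights, limma's camera and fry, and leaving out each mouse in turn.
The procedure was tested on simulated data with 200 changed genes among 19170. It recovered 199 of the 200, all with the right direction, made 27 calls among 18970 unchanged genes and 0 calls when no gene was changed. A list of 169 genes raised in the simulation had an exact p of 0.00216, and 0 of 14 unchanged lists passed the threshold. The simulation drew each gene independently, with the same dispersion for all genes. It held no correlation between genes and no difference that ran through a whole mouse. The changes of its single genes were larger than most of those reported here. It therefore checks the calculations, and does not show how often the procedure errs on these mice.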

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

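Of the tests of the immediate early genes, those of sequencing depth, leukocytes and lamina propria were chosen only after the difference was seen.
In 180 groups of 5 or 6 mice, the highest and the lowest mouse were compared with the rest of their group. A single mouse lay apart in 6 groups, where chance gives 1 in 20, or 9 groups. DT 1 had 3.44 normalized counts of Ccl2 against 0 to 1.01 in the other DT-treated mice, 558 normalized counts of Nt5c against 642 to 672, and 2686 normalized counts of Jag1 against 2952 to 3034. DT 5 had 866 normalized counts of Cbx5 against 930 to 960. The score of the muscle markers, of which 3 genes were expressed, was -0.224 in DT 6 and between 0.062 and 0.188 in the other DT-treated mice. PBS 4 had 731 normalized counts of Atf3 against 107.02 to 170 in the other PBS-treated mice, and the log2 fold change of Atf3 was 3.16 without it. As chance gives as many groups, no technical or biological explanation was tested for these mice.
The paper does not discuss immediate early genes, which are induced within minutes of a stimulus. A list of 24 of them had a score that was 1.05 higher after DT, with an SD of 0.485 after PBS and 0.227 after DT (exact permutation test, p = 0.00216, the smallest that 5 mice against 6 allow; adjusted over 13 marker lists, 0.028). They took between 0.337% and 0.593% of the normalized counts in PBS-treated mice and between 0.600% and 0.868% in DT-treated mice. Of the 24 genes, 16 were past the threshold of the test per gene, all higher after DT. Hspa1a and Hspa1b of this list are near-identical copies, so the level of each is uncertain. The list shares 21 genes with the pathway lists.
Several technical explanations are argued against by the values. The score difference was 1.06 with TMM scaling and 1.03 with quantile normalization, and 1.05 after the correction for gene length and GC content (exact permutation tests, p = 0.00216, 0.0043 and 0.0043). Recovered reads were 4.62% higher in DT-treated mice on average, within the variation between mice (exact permutation test, p = 0.496). Markers of leukocytes, 26 genes, differed by -0.217 (exact permutation test, p = 0.353) and those of fibroblasts, 8 genes, by -0.157 (exact permutation test, p = 0.147), so that neither rose with the immediate early genes. Of the abundant fibroblast genes, Dcn had 1174 ± 85.7 normalized counts (SD, n = 5) after PBS and 1259 ± 169 (SD, n = 6) after DT, and Sparc had 1299 ± 94.4 and 1394 ± 140, with limma adjusted p of 0.729 and 0.636. Other genes of this list went the other way. Col1a1, Col1a2 and Col3a1, at lower counts, had log2 fold changes of -0.53, -0.42 and -0.48, and Fn1 had -0.10. Col5a1 and Fbln1 had 0.02 and 0.06. None of these passed the threshold, so Dcn and Sparc do not stand for the whole list.
A response to the handling of the tissue that differed between the groups remains open, since no sample separates it from a response in the living tissue. Within the groups, the score of the immediate early genes followed PC2 computed without these genes (r = 0.661, permutation p = 0.011; Spearman rho = 0.836, permutation p = 0.0019; r = 0.841 without the 2 mice farthest from the median). Either source could give this relation, so the handling and an effect of DT cannot be told apart here.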

How the results depend on the processing

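All alternatives were set before the data were examined, and no test here was chosen only after a result was seen. Where no cause is named, the cause was not tested. Tests on recovered reads with edgeR and DESeq2, principal components of variance-stabilized reads and GSEA on the DESeq2 statistic were not run.
The number of genes past the threshold stayed between 93 and 122 with other pseudocounts, the filter on low values, TMM scaling, quantile normalization and the correction for gene length and GC content. After that correction 82 genes were higher and 40 lower, or 67.2% higher against 56.1% without it, and 80 genes were shared. Array weights gave 189 genes. An adjusted p under 0.05 left 44 genes, which follows from the stricter threshold. The fits that each left out a mouse gave from 27 genes (without DT 5) to 259 genes (without PBS 5), where fewer mice enter each fit.
PBS-treated and DT-treated mice share replicate numbers, but mice with the same number did not deviate together. Over the 5 pairs by title the correlation of their deviations lay between -0.233 and 0.324, over 0.1 in 2 pairs, and over the 5 pairs by library number between -0.233 and 0.172, over 0.1 in 1 pair. With the replicate block by title 35 genes were past the threshold, 31 of them shared with the fit without it and 68.6% higher, with the block by library number 0 genes, with 1404 at an unadjusted p under 0.05, and with the replicate block and the length and GC correction 21 genes. These blocks also lose the mouse without a partner, DT 6 by title and DT 5 by library number. Under the block by title, the enrichment score was 0.296 for Wnt/β-catenin, -0.32 for IFN-α and -0.255 for IFN-γ, all without a call, and the Wnt/β-catenin score per mouse was -0.0096. With the block and the correction the DNA repair score was -0.0097. Flipping the signs of the differences in the 5 pairs allows no p under 0.0625 for a score. No block score could therefore pass the threshold of 0.05 in this test.
PC1 held 24.4% of the variance when the 500 most variable of all genes were used, and from 29.5% to 39.1% under the other alternatives. PC1 did not differ between the groups in any alternative (smallest exact permutation p 0.119, without PBS 5). PC2 differed in each at an exact permutation p under 0.05. The largest p was 0.0238 without PBS 5, where 47.5% of its variance lay between the groups. Of the squared distance between mice, 12.6% lay between the groups over all 19170 genes (exact permutation test, p = 0.0498) and 15.6% with genes scaled to unit variance (exact permutation test, p = 0.043), past 0.05 in both. It ranged from 15.2% to 18.6% when a mouse was left out, past 0.05 without PBS 3, PBS 4 or PBS 5.
Of the scores per mouse, only hypoxia was past the threshold with all mice and the genes with a mean of at least 10 normalized counts. The number of lists past it was 0 with all genes, pseudocount 0.1, z-scores, the median over genes, lists without shared genes, lists without immediate early genes, Reactome lists and the length and GC correction, with 3, 4, 1, 3, 2, 1, 1 and 3 lists at an unadjusted p under 0.05. In this order the hypoxia score difference was 0.060, 0.067, 0.111, 0.020, 0.0095, 0.0043, -0.0017 and 0.062. Centring each mouse on its median gave 2 lists, with p53 past the threshold at 0.070. Directions were reversed with Reactome lists for hypoxia (-0.0017), p53 (-0.020), DNA repair (-0.029) and Hedgehog (0.024), with the length and GC correction for DNA repair (-0.0088) and with the median over genes for IL-2/STAT5 (0.013). Leaving out a mouse gave from 0 to 2 lists past the threshold, hypoxia from 0.055 to 0.076, p53 from 0.061 to 0.086, past the threshold without PBS 3, DNA repair from -0.0093 (without PBS 4) to 0.020 and Wnt/β-catenin from -0.0096 (without DT 6) to 0.017. The score difference lay from -0.170 to -0.010 for IFN-α, from -0.134 to -0.0048 for IFN-γ and from -0.058 to -0.0027 for IL-2/STAT5. It lay from -0.124 to -0.043 for Hedgehog, from 0.014 to 0.247 for IL-17 and from 0.030 to 0.098 for oxidative phosphorylation. None of these lists was past the threshold in any fit that left out a mouse. Hypoxia lost its call in 10 of these 11 fits because fewer mice allow no p under 0.0048 or 0.0079, which its exact p equalled in each.
In GSEA, 13 of the 14 lists that the paper names were past the threshold in the paper's direction. This threshold is not the familywise error rate by which the paper called its pathways. Ranking by log2 fold change left 5, lists without shared genes 8, Reactome lists 2 of 13, and camera and fry 0 each, with 0 and 3 at an unadjusted p under 0.05. Ranked by log2 fold change, the enrichment score lost its call for Wnt/β-catenin (0.312), E2F (-0.355), G2/M (-0.317), mitotic spindle (-0.347), Hedgehog (-0.378), IFN-α (-0.403) and IFN-γ (-0.406), and was reversed for DNA repair (-0.140). With Reactome lists it lost its call for p53 (0.240), TNFα (0.559), hypoxia (0.360), E2F (-0.472), G2/M (-0.316), mitotic spindle (-0.263) and IFN-γ (-0.301), and was reversed for DNA repair (-0.224), IFN-α (0.238) and Hedgehog, there past the threshold (0.406). For IFN-α only 44.4% and for IFN-γ only 70.2% of the Reactome identifiers had a value, so these lists are incomplete. The length and GC correction removed the call of DNA repair (0.242), mitotic spindle (-0.221) and Hedgehog (-0.310). The filter on low values removed those of Wnt/β-catenin (0.395) and IFN-γ (-0.223), and weight 0 those of Wnt/β-catenin (0.178) and Hedgehog (-0.156). Without shared genes Wnt/β-catenin (0.429), hypoxia (0.244), G2/M (-0.304), Hedgehog (-0.473) and IFN-α (-0.449) lost their call, and without immediate early genes hypoxia (0.228) did. Leaving out a mouse changed calls or directions within these ranges of the enrichment score: DNA repair from 0.202 to 0.372, Wnt/β-catenin from 0.309 to 0.431, G2/M from -0.436 to -0.271, Hedgehog from -0.498 to -0.359, IFN-α from -0.514 to -0.235, IFN-γ from -0.428 to -0.174, IL-2/STAT5 from -0.314 to 0.227 and IL-17 from 0.255 to 0.572. DNA repair lost its call only without PBS 4, G2/M only without PBS 1, and IL-2/STAT5 turned positive without PBS 3 or PBS 5. OXPHOS, MYC, p53, TNFα, hypoxia, E2F and mitotic spindle kept their call in all 11 of these fits.
Among the named genes, Il17a was reversed with pseudocount 0.1 (log2 fold change -0.20), at counts near 0, and Tjp1 with the length and GC correction (0.011). Leaving out a mouse gave log2 fold changes from -0.44 to 0.06 for Cd207, from -0.026 to 0.54 for Il17a, from -0.012 to 0.43 for Ccl20 and from -0.054 to 0.030 for Tjp1. In the other alternatives 44 results of named genes lost their call and 1 gained one, and in the fits that left out a mouse 48 lost and 6 gained one. Il17a, Foxp3, Ccl2, Ccl20 and Cd207 had means under 25 normalized counts in both groups, and the change of each was not past the threshold with all mice.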

Differences from the paper's values

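No test here was chosen only after a result was seen. With the main settings, none of the values read by eye from the paper's figures differed from those computed here. A percent of variance counted as different if it lay beyond both its error and 1.5 times. An enrichment score did so if it lay beyond its error or had the other sign. These errors were wide, such as 0.60 for IL-2/STAT5, 0.27 for IFN-α and 0.24 for E2F. There the comparison could hardly find a difference. It also sets hand-written lists against hallmark sets.
The paper states that IL-2/STAT5 signaling was reduced, and its enrichment score is about -0.27 in Fig. 7E, read by eye. Fig. 7E calls hallmark sets at a familywise error rate under 0.05. The threshold here was an adjusted p under 0.05 over 15 hand-written lists, so the calls do not rest on the same measure. The enrichment score computed here was -0.252 and was not past the threshold (gene permutation, adjusted p = 0.126; 0.0059 to 0.416 over the alternatives). Of the alternatives set before the data were examined, it was past the threshold without PBS 1 (-0.288, gene permutation, adjusted p = 0.032) and without PBS 2 (-0.314, gene permutation, adjusted p = 0.0059), and in no other.
The paper states that its principal component analysis showed a significant difference between the groups, which lie apart along PC2 in Fig. 7D. PC2 parted them here as well (exact permutation test, p = 0.00216). Over all genes with a mean of at least 10 normalized counts the share of distance between the groups, 15.5%, did not pass 0.05 (exact permutation test, p = 0.058). It did over all 19170 genes, with genes scaled to unit variance, and without PBS 3, PBS 4 or PBS 5 (exact permutation tests, p = 0.0498, 0.043, 0.043, 0.033 and 0.033).
The paper states that 14 pathways were changed. All 14 lists lay in the paper's direction both in GSEA and in the score per mouse, but with the mouse as the replicate 1 of them, hypoxia, passed the threshold (score difference 0.067). Centring each mouse on its median also placed p53 past it (0.070), as did leaving out PBS 3 (0.086).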

Other observations

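The length and GC correction was set beforehand as an alternative. Its use as a test of length bias in single lists was chosen only after the result was seen. Also chosen then were the tests of sequencing depth, non-coding reads and neutrophil markers for PC1, and of nuclear copies for the mitochondrial transcripts.
The groups were compared with other splits of the 11 mice into 5 and 6. Of 100 splits drawn from 462, the real one included, 2 gave as many genes past the threshold as the real split, and the others had a median of 0 and at most 331 genes. As many GSEA lists past the threshold came from 7 of 100 splits, with a median of 8 lists in the other splits. The number of lists that GSEA calls is therefore not beyond what other groupings of these mice give.
Across genes, which are not independent replicates, log2 fold changes fell with transcript length (Spearman correlation -0.185) and hardly with GC content (-0.028). After the correction these were 0.025 and 0.00075. The enrichment scores of mitotic spindle (-0.221), Hedgehog signaling (-0.310) and DNA repair (0.242) were then no longer past the threshold, so a bias with gene length could account for these calls. Those of oxidative phosphorylation (0.444) and E2F targets (-0.451) stayed past it, which argues against such a bias as the whole cause there. For the group of these lists as a whole it cannot be told apart from an effect of DT, since the lists went different ways.
In the TNFα list, the genes outside the 21 immediate early genes had a score difference of 0.016 (exact permutation test, p = 0.766), while GSEA without those 21 genes still gave 0.344 (gene permutation, adjusted p = 0.00074). The 21 genes themselves differed by 1.14 (exact permutation test, p = 0.00216), so the difference in the score of the list lay mostly in them. Whether they were induced while the tissue was handled is left open. A change in the rest of the list is left open too. There the score shows no difference, and GSEA, which permutes genes and not mice, shows one.
The score of all leukocyte markers was lower by -0.217 after DT (exact permutation test, p = 0.353). Whether fewer leukocytes could explain the lower interferon and IL-2/STAT5 lists cannot be told apart from a change within cells, since neither the markers nor the lists differed beyond the variation between mice. Fibroblast and endothelium markers together differed by -0.149 (exact permutation test, p = 0.160), and 0 of these 10 genes were past the threshold. Too few of these genes were expressed to exclude a small share of lamina propria as a source of single genes. The score differences of the marker lists were -0.364 for Langerhans cells, -0.555 for T cells (1 gene), -0.042 for B cells (1 gene), 0.310 for neutrophils (3 genes), -0.207 for monocytes and macrophages, -0.157 for fibroblasts, -0.121 for endothelium (2 genes), 0.112 for muscle, -0.397 for erythrocytes, 0.104 for basal keratinocytes, 0.055 for differentiated keratinocytes and -0.572 for Xist. None of these 12 had an exact p under 0.05, the smallest being 0.076 for Xist. Of the lists for melanocytes, salivary gland and the Y chromosome, 0 genes had a mean of at least 10 normalized counts.
The listed immediate early genes do not by themselves account for the separation on PC2. Without them 73.97% of the variance of PC2 lay between the groups (exact permutation test, p = 0.0043), and 83 genes were past the threshold. PC2 without these genes still followed their score within the groups (r = 0.661, permutation p = 0.011). Their removal therefore cannot exclude a response that they share with genes outside the list.
On PC1, PBS 3 and PBS 5 lay apart from PBS 1, PBS 2 and PBS 4. In 27 relations, 8 of which had an adjusted p under 0.05, PC1 was recomputed without the genes of any list (r = 0.998 with PC1). It did not follow the recovered reads (r = -0.063, permutation p = 0.854, adjusted p = 0.854; rho = -0.155, permutation p = 0.652; r = 0.121 without the 2 mice farthest from the median). PC1 after the length and GC correction had an r of 0.9998 with PC1 before it. Both values argue against depth and length bias. PC1 followed the score of 3 neutrophil markers, S100a8, S100a9 and Cxcr2 (r = 0.905, permutation p = 0.00016, adjusted p = 0.0043; rho = 0.945, permutation p = 4e-05; r = 0.935 without the 2 mice). It also followed the percent of reads on genes that are not protein-coding (r = -0.724, permutation p = 0.012, adjusted p = 0.049; rho = -0.727, permutation p = 0.014; r = -0.897 without the 2 mice). PC1 followed the score of the IL-17 list (r = 0.831, permutation p = 0.0020, adjusted p = 0.027; rho = 0.818, permutation p = 0.0034; r = 0.739 without the 2 mice). The remaining relations had an adjusted p of 0.049 each. They were those with Xist (r = -0.751, permutation p = 0.0084; rho = -0.736, permutation p = 0.013; r = -0.926 without the 2 mice), oxidative phosphorylation (r = 0.725, permutation p = 0.0095; rho = 0.873, permutation p = 0.00098; r = 0.756 without them) and Hedgehog signaling (r = -0.714, permutation p = 0.014; rho = -0.773, permutation p = 0.0073; r = -0.701 without them). Those with IL-2/STAT5 (r = 0.741, permutation p = 0.0095; rho = 0.673, permutation p = 0.027; r = 0.325 without them) and IFN-γ (r = 0.721, permutation p = 0.013; rho = 0.673, permutation p = 0.028; r = 0.379 without them) rest on these 2 mice. The share of nuclear RNA and a neutrophil or IL-17 response are candidate explanations, but the other measures changed over the same mice, and the relations do not single out any of them. Of the neutrophil list 2 genes are also in a pathway list, and S100a8 and S100a9 can be made by keratinocytes, so the markers do not show which cells differ. As all were found and tested on the same mice, they are hypotheses, and no biological difference between these mice is known.
The paper does not report the transcripts encoded in mitochondria, which were examined after their values were seen. They took 2.92% ± 0.89 (SD, n = 5) of the normalized counts after PBS and 1.77% ± 0.35 (SD, n = 6) after DT (exact permutation test, p = 0.017; adjusted over 8 measures of the libraries, 0.069). All 12 transcripts were lower after DT, also with TMM scaling and quantile normalization, with a score difference of -0.62 (exact permutation test, p = 0.024). The nuclear genes of oxidative phosphorylation did not differ beyond the variation between mice (score difference 0.068; exact permutation test, p = 0.199). The difference of the mitochondrial transcripts was -0.564 with quantile normalization (exact permutation test, p = 0.026), -0.638 after the length and GC correction (exact permutation test, p = 0.0087) and -0.621 for the 8 transcripts with a mean of at least 1000 normalized counts (exact permutation test, p = 0.032). These values argue against scaling, length bias and reads shared with nuclear copies. The difference may come from the tissue or from the state of the cells at collection, neither of which was tested.
By RT-PCR or flow cytometry on other mice, the paper measured further genes and cells. In the mice sequenced, Cxcl1 had 134 ± 103 normalized counts (SD, n = 5) after PBS and 153.2 ± 64.4 (SD, n = 6) after DT (limma adjusted p = 0.754), Cxcl2 36.5 ± 25.1 and 46.9 ± 26.9 (limma adjusted p = 0.770), and Ccl2 5.63 ± 5.46 and 1.05 ± 1.26 (limma adjusted p = 0.447). Ccl20 had 6.82 ± 3.81 and 8.60 ± 6.02 (limma adjusted p = 0.898) and Epcam 692 ± 115 and 639 ± 70.3 (limma adjusted p = 0.742). The log2 fold changes of Cldn1, Cldn4 and Tjp1 were -0.07, 0.35 and -0.03 (limma adjusted p = 0.684, 0.145 and 0.904). Cldn4 passed the threshold with array weights (0.39, limma adjusted p = 0.079) and without PBS 5 (0.41, limma adjusted p = 0.051).
Within a group, mice differed from each other by 7.31 to 53.4 times the sampling noise of their reads, with Pearson r across genes between 0.977 and 0.993, so no library appeared to be a copy of another.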
